# NIPBL Controls RNA Biogenesis to Prevent Activation of the Stress Kinase PKR

**DOI:** 10.1016/j.celrep.2015.12.012

**Published:** 2015-12-24

**Authors:** Kobe C. Yuen, Baoshan Xu, Ian D. Krantz, Jennifer L. Gerton

## Abstract

NIPBL, a cohesin loader, has been implicated in transcriptional control and genome organization. Mutations in ***NIPBL***, cohesin, and its deacetylase ***HDAC8*** result in Cornelia de Lange syndrome. We report activation of the RNA-sensing kinase PKR in human lymphoblastoid cell lines carrying ***NIPBL*** or ***HDAC8*** mutations, but not ***SMC1A*** or ***SMC3*** mutations. PKR activation can be triggered by unmodified RNAs. Gene expression profiles in NIPBL-deficient lymphoblastoid cells and mouse embryonic stem cells reveal lower expression of genes involved in RNA processing and modification. ***NIPBL*** mutant lymphoblastoid cells show reduced proliferation and protein synthesis with increased apoptosis, all of which are partially reversed by a PKR inhibitor. Non-coding RNAs from an ***NIPBL*** mutant line had less m^6^A modification and activated PKR activity in vitro. This study provides insight into the molecular pathology of Cornelia de Lange syndrome by establishing a relationship between ***NIPBL*** and ***HDAC8*** mutations and PKR activation.

## INTRODUCTION

Chromosomes undergo structural changes to facilitate gene expression and genome organization. These changes are regulated, in part, by structural maintenance of chromosome (SMC) proteins. SMC proteins are evolutionarily conserved complexes that regulate the structural and functional organization of chromosomes from bacteria to humans (Nasmyth and Haering, 2005). SMC proteins are an essential component of complexes that organize chromosomes in the nucleus through the utilization of energy from ATP hydrolysis (Hirano, 2006). One of the SMC complexes, cohesin, is composed of four subunits including a heterodimer of SMC1A and SMC3 along with the kleisin RAD21. Cohesin generates cohesion of sister chromatids, which holds sister chromatids together from S phase until mitosis. The cohesin complex is crucial for various biological processes, such as chromosome segregation, condensation, gene expression, and double-strand break repair (Jeppsson et al., 2014).

The loading of cohesin complexes is facilitated by the loading factor Nipped B-like protein (NIPBL) or Scc2, a budding yeast ortholog. Genome-wide chromatin immunoprecipitation (ChIP) studies show that NIPBL co-localizes with both cohesin (Kagey et al., 2010) and condensin II (Dowen et al., 2013) complexes. Mutations in *NIPBL* lead to Cornelia de Lange syndrome (CdLS; OMIM: 122470; Krantz et al., 2004; Tonkin et al., 2004). CdLS is a genetic disorder distinguished by craniofacial dysmorphism, abnormal upper limb development, delayed growth, mild to severe cognitive impairment, and multiple organ malformations (Dorsett and Krantz, 2009). Together with CdLS, other multisystem developmental disorders resulting from mutations that affect cohesin, such as Roberts syndrome (RBS; OMIM: 268300), have been termed cohesinopathies. About 60% of CdLS cases are characterized by dominant heterozygous mutations in *NIPBL*. Mutations in *SMC1A*, *SMC3*, *HDAC8* (a cohesin deacetylase), and *RAD21* also cause CdLS or CdLS-like syndromes (Mannini et al., 2013). *NIPBL* mutations associated with CdLS are mostly loss-of-function mutations, and there is a positive correlation between the severity of the mutation and the phenotype (Mannini et al., 2013). Despite the importance of NIPBL in sister chromatid cohesion, cells derived from CdLS patients do not show high rates of aneuploidy (Kaur et al., 2005), indicating that the level of sister chromatid cohesion is sufficient for chromosome segregation. This raises the possibility that NIPBL may alter chromatin in a way that impinges on additional processes, and dysfunction in these processes underlies CdLS.

Emerging evidence indicates that cohesin and NIPBL have important functions in gene expression. In *Drosophila*, mutations in Nipped B affect the activation of homeobox genes that require long-distance interactions between enhancers and promoters, such as *cut* and *Ultrabithorax* (Rollins et al., 1999). Recently, it has been reported that NIPBL and Mediator regulate gene expression in developing limbs in zebrafish (Muto et al., 2014). A mutation in *SCC2* in budding yeast was associated with the loss of nucleosome-free regions (NFRs) at Scc2-bound genes (Lopez-Serra et al., 2014), providing a possible mechanism by which mutations in *SCC2* might affect multiple chromatin-based processes. The same mutation in *SCC2* was found to compromise the biogenesis of non-coding (nc)RNAs and translational fidelity (Zakari et al., 2015a). A previous study examining gene expression in lymphoblastoid cell lines (LCLs) derived from patients with CdLS suggested cohesin may promote gene expression (Liu et al., 2009). Results from these studies underscore the importance of NIPBL and cohesin as regulators of gene expression and further suggest CdLS may be caused by changes in gene expression (Zakari et al., 2015b). However, the precise molecular pathogenesis of CdLS is largely unclear.

We report here that the generation of aberrant RNAs may trigger the PKR-mediated stress response in LCLs derived from patients with CdLS. The activation of PKR is associated with reduced proliferation and protein synthesis and an increase in apoptosis. These defects are partially rescued by inhibiting PKR. Our results reveal that NIPBL supports a gene expression program that prevents the activation of the PKR kinase. Furthermore, PKR may be a useful target when considering possible therapies for CdLS.

## RESULTS

With over 60% of CdLS cases associated with *NIPBL* mutations, the etiology of CdLS can likely be at least partially elucidated by studying the loss of function of *NIPBL*. To investigate the potential functions of NIPBL, we first analyzed the publicly available data of ChIP followed by massive parallel deep sequencing (ChIP-seq) of NIPBL in human LCLs (Sequence Read Archive [SRA]: ERR139553). We examined the genes whose promoters are bound by NIPBL in LCLs with genome-wide gene ontology (GO) analysis. As shown in Figure 1A, the first few significantly enriched GO terms relate to gene expression and RNA modification. NIPBL firmly aligns with the transcription start site (TSS) of protein-coding genes in LCLs (Liu et al., 2009; Figure S1). Indeed, NIPBL has been implicated in gene expression (Dorsett and Merkenschlager, 2013). We decided to focus on RNA modification and processing.

We previously reported that Scc2 is important for rRNA modification in budding yeast (Zakari et al., 2015a). We divided the RNA-processing genes into three different groups: mRNA-, tRNA-, and rRNA-processing genes. The binding of NIPBL to the promoter/TSS of various RNA-processing gene groups is depicted in the metagene analysis (Figure 1B). NIPBL preferentially binds to actively transcribed genes, with a positive correlation between its binding intensity at the promoter/TSS and expression levels of genes whose promoter/TSS are bound by NIPBL (Figure S1B). We also analyzed the publicly available NIPBL ChIP-seq data from mouse embryonic stem cells (mESCs). Consistently, the GO term analysis of genes whose promoter is bound by NIPBL in mESCs also indicates that NIPBL binds to the promoter of both the coding mRNA- and ncRNA-processing genes, such as tRNA-, mRNA-, and rRNA-processing genes (Figure 2A). In agreement with data from LCLs, NIPBL also binds to the promoter/TSS of genes involved in RNA processing in mESCs (Figure 2B). Together, these data suggest *NIPBL* binds at promoters of RNA-processing genes in mouse and human cells, giving it the potential to regulate expression of those genes.

We next asked whether NIPBL could promote expression of RNA-processing genes. We performed RNA sequencing (RNA-seq) of the LCL carrying an *NIPBL* missense (*NIPBL*-MS) mutation (6893G > A; R2298H) generated from an individual with CdLS together with a wild-type (WT) control line from a healthy individual. Overall, 2.7% of genes (880/32,994) were differentially expressed. As shown in Figure 1C, the expression of mRNA-, tRNA-, and rRNA-processing genes was reduced in the *NIPBL*-MS LCL. The reduced expression for each group was statistically significant (Figure 1D). Also, the GO term RNA processing or modification was significantly enriched for the downregulated genes (false discovery rate [FDR] < 3.18e–4). To confirm the lower expression of the RNA-processing genes in *NIPBL*-MS LCLs, we selected 12 RNA-processing genes from the heatmap in Figure 1C for qPCR and observed significantly decreased expression for all of them (Figure S2). We observed similar patterns of significantly reduced expression of the RNA-processing genes in mESCs with small hairpin RNA (shRNA) knockdown of *Nipbl* compared to that of GFP control (Figures 2C and 2D), by examining the publicly available data (Kagey et al., 2010). We wanted to confirm the reduced expression of RNA-processing genes in mESCs by qPCR. We performed shRNA-mediated knockdown of *Nipbl* in mESCs, and we confirmed the knockdown by both qPCR and western blotting (Figures S3A and S3B). We picked 12 RNA-processing genes from the heatmap in Figure 2C and confirmed their lower expression upon knockdown of *Nipbl* in mESCs (Figure S3C). NIPBL seems to be important for activating the expression of RNA-processing genes in LCLs and mESCs.

A mouse model for CdLS that carries a heterozygous knockout of *Nipbl* has been developed previously (Kawauchi et al., 2009). 

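MEFs are fibroblasts grown from the minced body of mouse embryos, here at embryonic day 14.5 and after the limbs, brain and internal organs were removed. RNA was isolated at passage 3 from 3 WT and 3 Nipbl+/- cultures, and total RNA was depleted of rRNA before sequencing. The authors aligned the reads to mm10 with TopHat and the Ensembl 72 gene annotation, and deposited for each culture the number of reads counted on each of 38483 genes, with the RPKM beside it. The paper's text does not name the counting tool. All 19214 genes annotated on the plus strand were listed at 0, in counts and in RPKM, in each of the 6 cultures. The values below therefore cover the 19269 genes of the minus strand, of which 13482 had at least 1 count in any culture and 10296 had counts in all of them. The total count was 22725639, 22950865 and 21317936 in WT replicates 1, 2 and 3, and 22157503, 25990783 and 20307454 in Nipbl+/- replicates 1, 2 and 3. The 2 most counted genes took between 12.5% and 15.4% of the counts of a culture. The labels and the methods give the 6 cultures as separate replicates, and they were used as such. Counts of replicates of the same genotype differed by more than sampling noise, with a chi-square per degree of freedom between 10.1 and 34.6, so no 2 of them were treated as the same library.

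From the counts, genes with enough reads were chosen with edgeR's filterByExpr at its default settings, which kept 9061 genes. Counts were normalized by TMM, and WT and Nipbl+/- cultures were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05 on the adjusted p-value. The paper states that differential expression was determined with edgeR at an FDR under 0.05, and its text does not name the edgeR test. Expression is given below as CPM (counts scaled by library size) after TMM normalization, as the mean and SD of 3 cultures, and fold changes are those of Nipbl+/- against WT. With 3 cultures against 3, the smallest p-value that an exact two-sided permutation test can give is 0.1. In simulated counts with the same depth, every changed gene differed 2-fold and the dispersions were edgeR's own estimates from these cultures. The quasi-likelihood test recovered 173 of 198 changed genes there and made 17 false calls. With edgeR's exact test, 184 were recovered and 39 false calls were made. Smaller changes were not simulated. In the real data, 12 of the 70 genes with a log2 fold change of at least 1 were past the threshold. A gene that did not pass is thus not shown to be unchanged.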

To gain insights into the molecular etiology of CdLS, mouse embryonic fibroblasts (MEFs) were isolated from *Nipbl*^+/−^ mice and their WT littermates. 

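Nipbl, listed as ENSMUSG00000022141, lies on chromosome 15 of mm10 from 8291225 to 8444463, on the minus strand. Its expression was 136 ± 8.26 CPM (SD, n = 3) in WT and 100.8 ± 0.504 CPM (SD, n = 3) in Nipbl+/- MEFs, a log2 fold change of -0.43 (standard error 0.06, adjusted p = 0.0213 in edgeR's quasi-likelihood test). All 3 Nipbl+/- cultures were below all 3 WT cultures (exact permutation test, two-sided, p = 0.1). With each culture left out in turn, the log2 fold change of Nipbl stayed between -0.47 and -0.39, and the adjusted p-value was under 0.05 in 3 of the 6 fits.

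Of the 9061 genes tested, 94 were higher and 83 were lower in Nipbl+/- MEFs at an adjusted p-value under 0.05, and 1534 genes had an unadjusted p-value under 0.05. At least 2-fold changes were found for 12 of the higher and 24 of the lower genes. These numbers depended on each culture. Without Nipbl+/- replicate 1, 1 gene was higher and 2 were lower, which was the largest shift among the alternatives as a ratio, and without WT replicate 2, 130 were higher and 138 were lower. With edgeR's exact test on the same genes, 195 were higher and 199 were lower, and with DESeq2 232 were higher and 210 were lower. The replicate numbers of the 2 genotypes were also used as a block, with the pairing taken from the labels. That fit gave 34 higher and 52 lower genes, and Nipbl had a log2 fold change of -0.43 and an adjusted p-value of 0.0406. Deviations from the genotype means had a mean correlation across genes of -0.08 between cultures with the same number and 0.04 between cultures with different numbers. Deviations are centred within each genotype, so these means are not independent of each other, and the check leaves open whether the numbers pair the cultures. The cultures also differed in sex-linked genes within each genotype. Ddx3y counts exceeded Xist counts in 2 of the 3 WT and 1 of the 3 Nipbl+/- cultures, and in only 1 culture of each same-numbered pair.

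Among genes past the threshold with an average log2 CPM above 0 and the same direction in all 9 pairs of a WT and a Nipbl+/- culture, the 5 largest increases were those of Rundc3b (log2 fold change 2.58), Bcl2a1d (1.95), Cytip (1.72), Eln (1.63) and Fam180a (1.38). The 5 largest decreases were those of Hoxa13 (log2 fold change -3.69), Ankrd33b (-2.75), Ifi27l2b (-2.61), Aldh1a7 (-2.42) and Nrn1 (-2.05). Bcl2a1d, Ifi27l2b and Aldh1a7 belong to families of similar genes, and how reads were divided within these families is not known. Eln, the elastin gene, lies on chromosome 5 from 134703781 to 134747241 and had 36.8 ± 3.51 CPM in WT and 113.6 ± 46.4 CPM in Nipbl+/- MEFs (SD, n = 3 each). Its log2 fold change had a standard error of 0.27 and an adjusted p-value of 0.0288 in edgeR's quasi-likelihood test. Eln was past the threshold in 2 of the 6 fits that each left out a culture.

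**Figure D1:**
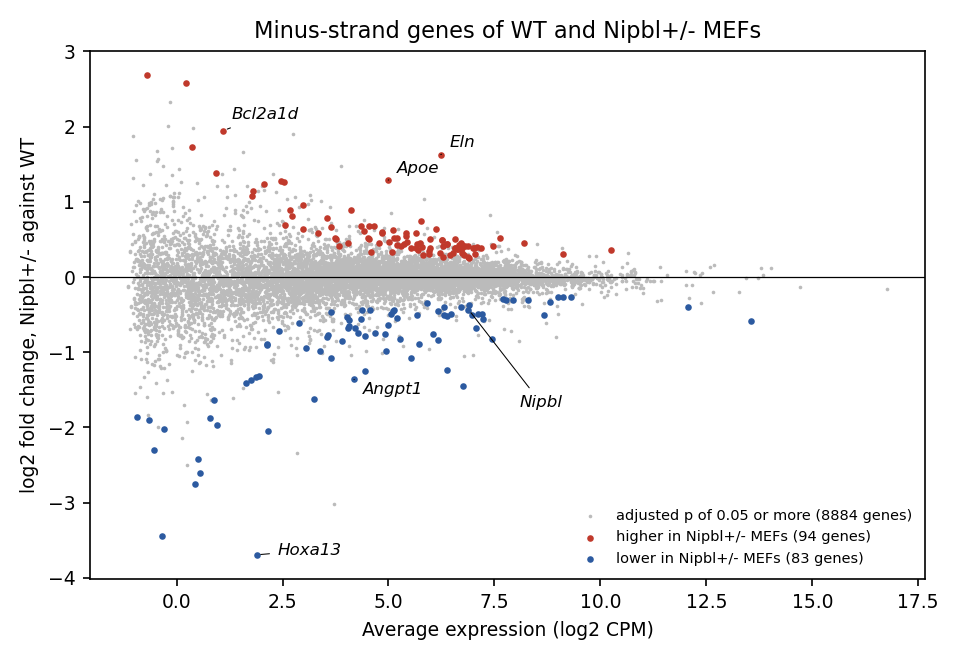
Log2 fold change of Nipbl+/- against WT MEFs (y axis) by average expression in log2 CPM (x axis), with a point for each of the 9061 tested genes of the minus strand, 3 cultures per genotype. Red and blue points are the 94 higher and 83 lower genes with an adjusted p-value under 0.05. Nipbl sits just below 0 at high expression, and Hoxa13 is the lowest point.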

We identified differential gene expression in the transcriptomes of WT and mutant MEFs by RNA-seq. 

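Of the genes marked as immune response genes in Figure 3A, 28 could be read by eye from the picture. The files list 12 of these at 0 in every culture, all on the plus strand, and 15 had enough counts for the test. All 15 were higher in each of the 9 pairs of a WT and a Nipbl+/- culture, with log2 fold changes from 1.01 to 2.01, and 3 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. With edgeR's exact test, all 15 had an adjusted p-value under 0.05, and with the replicate number as a block, 1 had. These genes are shown in Figure 3A as higher in the same cultures.

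Apoe, on chromosome 7 from 19696109 to 19699166, had 18.4 ± 5.85 CPM (SD, n = 3) in WT and 45.0 ± 12.3 CPM (SD, n = 3) in Nipbl+/- MEFs, and its log2 fold change was 1.29 (standard error 0.25, adjusted p = 0.0468 in edgeR's quasi-likelihood test). Ntrk3, on chromosome 7 from 78192362 to 78578408, rose from 2.44 ± 0.170 to 5.74 ± 1.86 CPM (SD, n = 3 each; log2 fold change 1.23, standard error 0.24, edgeR adjusted p = 0.0469). Bcl2a1d, on chromosome 9 from 88723288 to 88731850, rose from 0.832 ± 0.186 to 3.20 ± 1.32 CPM (log2 fold change 1.95, standard error 0.37, adjusted p = 0.0422). Its paralogs Bcl2a1a and Bcl2a1b are on the plus strand and were listed at 0. Of the 6 fits that each left out a culture, Apoe was past the threshold in 0, Ntrk3 in 1 and Bcl2a1d in 1. Lysozyme 2 (Lyz2), on chromosome 10 from 117277334 to 117282274, had the highest expression of the 15 genes, at 37.5 ± 6.72 CPM in WT and 76.8 ± 31.02 CPM in Nipbl+/- MEFs, and its log2 fold change of 1.03 had an adjusted p-value of 0.0838. Macrophage marker genes that are not among those read from Figure 3A were also higher, with a median log2 fold change of 0.72 over 11 tested genes.

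Of 12 toll-like receptor genes, 6 were tested and 5 had a log2 fold change above 0. None had an adjusted p-value under 0.05, and 2 had an unadjusted p-value under 0.05. The largest change was that of Tlr7, on chromosome X from 167304929 to 167330558, which had 1.11 ± 0.302 CPM in WT and 2.86 ± 0.946 CPM in Nipbl+/- MEFs (SD, n = 3 each). Its log2 fold change was 1.37, with a standard error of 0.31 and an adjusted p-value of 0.0674 in edgeR's quasi-likelihood test and 0.00138 in edgeR's exact test. Tlr8 followed at 1.12 (adjusted p = 0.232 in edgeR's quasi-likelihood test). The log2 fold changes of Tlr1, Tlr2, Tlr3 and Tlr6 lay between -0.14 and 0.34, within the spread between replicates.

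Of 26 complement genes, 7 were listed at 0 and 15 were tested, of which 10 had a log2 fold change above 0 and 5 below 0. No complement gene was higher at an adjusted p-value under 0.05, although 6 were higher at an unadjusted p-value under 0.05, and 2 were lower at that p-value. In all 9 pairs, 5 were higher and 3 (Masp1, Serping1 and Cd55) were lower. With edgeR's exact test 5 complement genes were higher, and with the replicate block 1 was. C1qb, on chromosome 4 from 136880129 to 136886187, had 2.61 ± 0.854 CPM in WT and 6.75 ± 1.88 CPM in Nipbl+/- MEFs, with a log2 fold change of 1.37 (standard error 0.29, edgeR adjusted p = 0.0559). Cd55, a regulator of complement on chromosome 1 from 130439027 to 130462744, was lower, at 40.5 ± 10.9 CPM in WT and 20.5 ± 3.38 CPM in Nipbl+/- MEFs (log2 fold change -0.99, standard error 0.20, edgeR adjusted p = 0.0469). The adjusted p-value of Cd55 was 0.113 with the replicate block, and under 0.05 in 1 of the 6 fits that each left out a culture. It was 1.2e-05 in edgeR's exact test and 7.79e-06 in DESeq2. Of 18 proinflammatory genes, 11 were listed at 0 and 2 were tested. Ccl3 had a log2 fold change of 1.22 (adjusted p = 0.280 in edgeR's quasi-likelihood test) and Cxcl10 of 0.30 (adjusted p = 0.815). Neither passed the threshold, and 1 of them had an unadjusted p-value under 0.05.

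**Figure D2:**
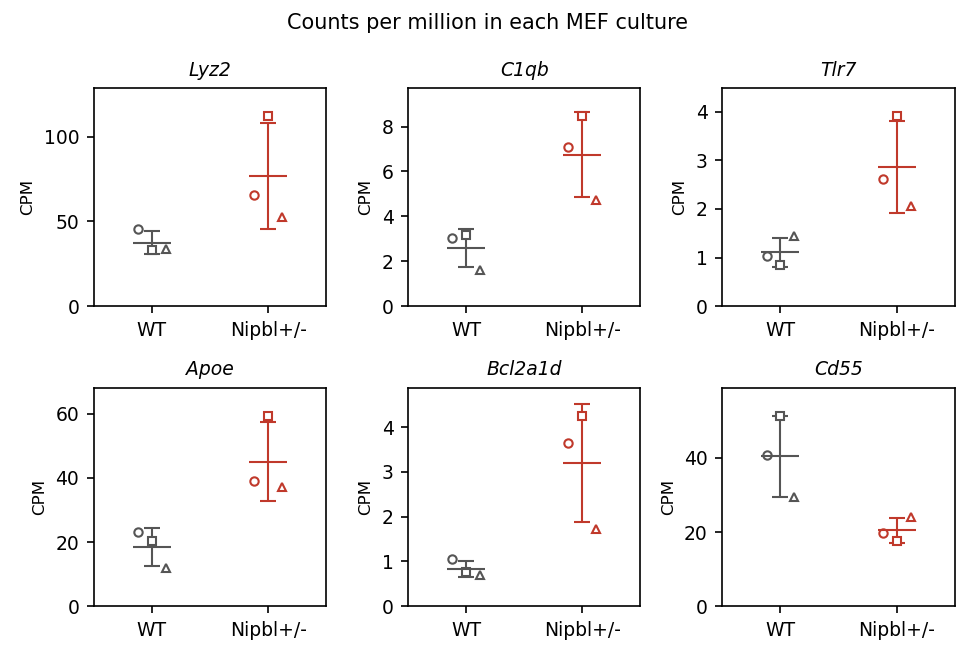
TMM-normalized CPM (y axes, each starting at 0) of Lyz2, C1qb, Tlr7, Apoe, Bcl2a1d and Cd55 in WT and Nipbl+/- MEFs. Each symbol is a culture (circle, square and triangle for replicates 1, 2 and 3), and bars show the mean and SD of 3 cultures. All 3 Nipbl+/- cultures lie above all 3 WT cultures for every gene but Cd55, for which all 3 lie below.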

Surprisingly, we observed a significant upregulation of immune stress response genes, manifested by some proinflammatory genes, toll-like receptors, and complement factors (Figure 3A). 

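GO terms were replaced here by the Reactome mouse gene sets that come with the R package fgsea. A one-sided Fisher's exact test was run for each of 610 sets with at least 10 tested genes, against a background of 2406 tested genes that belong to any Reactome set. Of the 12 genes at least 2-fold higher in Nipbl+/- MEFs at an adjusted p-value under 0.05, 5 were in the background and none of these was in the Immune System set, which holds 342 background genes (odds ratio 0). None of the sets held more than 2 of these 5 genes, no set reached an adjusted p-value under 0.05, and 7 sets had an unadjusted p-value under 0.05. Of the 64 genes that were at least 2-fold higher with an unadjusted p-value under 0.05, 35 were in the background and 17 of them were in the Immune System set. When genes were taken by a log2 fold change of at least 1 without a p-value, as an alternative, 17 of 36 background genes were in the Immune System set (odds ratio 5.63, adjusted p = 0.00108 in Fisher's exact test). Under that choice 5 sets had an adjusted p-value under 0.05, and Immune System, Innate Immune System and Complement cascade had the smallest p-values. With the genes at least 2-fold higher in edgeR's exact test, the odds ratio of the Immune System set was 7.38 (adjusted p = 0.0027 in Fisher's exact test), the largest shift among the alternatives, and with the replicate number as a block it was 2.01 (adjusted p = 1 in Fisher's exact test). Without the 2-fold minimum, 45 of the 94 higher genes were in the background. Of these, 4 were in the Immune System set (odds ratio 0.584, adjusted p = 1 in Fisher's exact test). The set Cellular responses to stress held 11 of the 45 (odds ratio 7.09, adjusted p = 7.15e-05 in Fisher's exact test). This set was not retested with histone genes left out. In the meiotic sets, 9 of the 11 higher genes were histone genes, so whether the stress set rests on histone genes is left open. For the 94 higher genes, 57 of the 610 sets had an adjusted p-value under 0.05. Cellular responses to stress held 0 of the 5 background genes at least 2-fold higher at an adjusted p-value under 0.05. It also held 0 of the 36 taken by a log2 fold change of at least 1 alone.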

Consistently, GO term analysis indicated that terms associated with immune stress response were the most significantly enriched (Figure 3B). The inter-relationship between the enriched GO terms is depicted in the clusters shown in Figure 3C, with the generality of GO terms being immune response and stress response. 

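Over whole gene lists, each list's median log2 fold change was set against 10000 random lists of the same size and similar expression. The 15 tested immune response genes of Figure 3A had a median log2 fold change of 1.37. Their mean log2 CPM was 0.957 ± 0.262 in WT and 2.31 ± 0.201 in Nipbl+/- MEFs (SD, n = 3 each; exact permutation test, two-sided, p = 0.1). The complement genes had a median log2 fold change of 0.30, at the 99.97th percentile of the random lists. Without WT replicate 2 the complement median was 0.0039, at the 57.7th percentile, and with no filter on low counts it was 0.095, at the 93.9th. With any other culture left out it was at the 99.8th percentile or higher. The genes of a list are not independent replicates, which the random lists do not take into account. The toll-like receptor genes had a median of 0.22, at the 95.7th percentile, and lay within the range from -0.31 to 0.26 that held 95% of the random lists. With the replicate number as a block, the medians were 0.25 for complement genes and 0.40 for toll-like receptor genes, and the latter was then at the 99.7th percentile. The 343 tested genes of the Immune System set had a median log2 fold change of 0.02, at the 99.7th percentile. When the random lists were also matched on GC content and gene length, that median was at the 97.2nd percentile, inside the same range. Of these 343 genes, 185 had a log2 fold change above 0 and 158 below 0, and 4 were higher and 2 lower at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The paper reads the results of Figures 3A, 3B and 3C together as an upregulation of immune stress response in Nipbl+/- MEFs.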

Taken together, the results indicated that *Nipbl*^+/−^ MEFs exhibit an upregulation of immune stress response. Consistent with the *Nipbl*^+/−^ MEFs, we observed a significant upregulation of immune response genes in the *NIPBL*-MS LCL (FDR < 5.43e–3) (Figure 4A). Surprised by the results, we wondered if this signature was connected to the generation of aberrant RNAs.

We speculated that the upregulated immune signature could be a causal effect of the downregulation of RNA-processing genes. It has been reported that RNA with less processing or modification could lead to an immune response. In fact, modifications in RNA provide a basis for various immune sensors to distinguish between self-RNAs and pathogenic RNAs (Nallagatla et al., 2008). We hypothesized that the decreased expression of RNA-processing genes could generate a stress response due to the generation of RNAs with processing, modification, or folding defects, thereby causing an immune response. A central player in sensing aberrant RNAs is the interferon-induced protein kinase PKR, which is also a key component for innate immunity (Nallagatla et al., 2007). Indeed, we found that the activity of PKR, indicated by phosphorylated PKR (p-PKR), was increased in *NIPBL*-MS cells and also in other LCLs carrying an *NIPBL* frameshift mutation (*NIPBL*-FS) or an *NIPBL* nonsense mutation (*NIPBL*-NS) (Figure 4B).

PKR is one of four mammalian kinases that phosphorylate eukaryotic initiation factor 2-α subunit (eIF2α) in response to stress signals. PKR is activated mainly in response to viral infection (Holcik and Sonenberg, 2005). PKR is a key component of innate immunity that recognizes and binds to pathogenic RNAs. The interaction of RNAs with PKR promotes and stabilizes its dimerization. PKR then undergoes auto-phosphorylation and subsequently phosphorylates eIF2α to shut off general translation, while translation of the ATF4 stress response transcription factor is upregulated (Hinnebusch, 2005). Consistently, the levels of peIF2α and ATF4 in *NIPBL* mutant LCLs were upregulated (Figure 4B), further suggesting that the PKR-signaling cascade was activated in the mutant LCLs. We found that the PKR-signaling cascade also was elevated in *Nipbl*^+/−^ MEFs (Figure S4). Additionally, a similar signature for p-PKR, p-eIF2A, and ATF4 was observed in LCLs carrying *HDAC8* missense (7P and 98P) mutations (958G > A; G320R and 539A > G; H180R, respectively) (Figure 4B). Interestingly, the PKR signature was not observed in LCLs carrying a mutation in *SMC1A* (1487G > A; R496H) or *SMC3* (1464–1466del) (Figure 4B). These results suggest PKR activation may be associated with some CdLS mutations, but not others. These results may provide a molecular distinction between SMC mutations and mutations in the SMC regulators *HDAC8* and *NIPBL*.

Increased PKR activity inhibits translation by blocking the initiation of protein synthesis through the phosphorylation of eIF2α. Thus, pharmacological inhibition of PKR could represent an attractive strategy for restoring translation. Inhibitors of PKR have been identified, including 7-desacetoxy-6,7-dehydrogedunin (7DG). The specificity of 7DG has been tested and confirmed; mouse cells treated with 7DG phenocopy cells with RNAi knockdown of PKR (Hett et al., 2013). Our western blot results indicated that 7DG can inhibit the PKR-signaling pathway by reducing the levels of p-PKR and eIF2α and the expression of ATF4 in the *NIPBL*-MS LCL (Figure 4C). Moreover, ^35^S methionine metabolic labeling assays showed a significant increase in protein synthesis in the *NIPBL*-MS and *HDAC8* mutant LCLs upon treatment with 7DG (Figure S5A).

We treated LCLs with 7DG to test for additional rescue effects. It has been shown that the activation of PKR induces apoptosis (Srivastava et al., 1998). As shown in Figures 4D and 4E, both the *NIPBL*-MS and the *NIPBL*-NS LCLs demonstrated reduced growth in culture, with a concomitant propensity to undergo apoptosis. The *NIPBL*-FS had no obvious growth or proliferation phenotype (data not shown). We treated *NIPBL*-MS and *NIPBL*-NS LCLs with 7DG. As shown in Figures 4D and 4E, both the slower proliferation and the elevated levels of apoptosis in the *NIPBL*-MS and *NIPBL*-NS LCLs were significantly reversed by 7DG (300 mM). The partial, but remarkable, rescue of *NIPBL*-MS and *NIPBL*-NS LCLs by 7DG indicated that PKR activation contributes significantly to the phenotypes associated with the *NIPBL* mutant LCLs. Moreover, 7DG could significantly attenuate the increased levels of reactive oxygen species (ROS) present in the *NIPBL*-MS and *NIPBL*-NS LCLs (Figure 4F). These results raise an exciting possibility that PKR inhibition may have potential therapeutic value in the management of CdLS.

To test the hypothesis that aberrant RNAs are a source of stress in the *NIPBL* mutant LCLs, we sought to further characterize RNA biogenesis. Since PKR directly interacts with RNA (Hinnebusch, 2005), we hypothesized that there would be increased levels of aberrant RNAs in *NIPBL* mutant LCLs caused by defects in RNA processing, thus activating PKR. Since RNAs undergo extensive chemical modifications (Cantara et al., 2011), we reasoned that RNAs from *NIPBL* mutant LCLs may have modification defects. Unmodified RNAs are potent activators of PKR (Nallagatla and Bevilacqua, 2008). We examined one modification in particular, *N*^6^-methyladenosine (m^6^A), an adenosine modification catalyzed by methyltransferases such as METTL3 and METTL14 (Liu et al., 2014). m^6^A was selected for study because it exists in most of the RNAs in a variety of organisms. The abundance of m^6^A throughout the transcriptome (about 7,000 mRNAs and over 300 ncRNAs in the mammalian genome) has been demonstrated by m^6^A profiling from two independent studies (Dominissini et al., 2012; Meyer et al., 2012). Knockdown of either *METTL3* or *METTL14* results in a reduction in total m^6^A levels in human cells (Dominissini et al., 2012; Liu et al., 2014).

We found that the expression of both *METTL3* and *METTL14* was downregulated in the *NIPBL*-MS LCL compared to a WT LCL (Figures 5A and 5B). There was no significant difference in METTL3 and METTL14 protein levels among *SMC1A*-MS, *SMC3*-MS, and WT LCLs (Figure S5B), which is consistent with the absence of PKR activation in *SMC1A*-MS and *SMC3*-MS LCLs. Given the reduced expression of both m^6^A methyltransferases in the *NIPBL*-MS LCL, we then tested whether RNAs derived from this line had lower levels of m^6^A modification. We first performed RNA fractionation outlined in Figure 5C to separate the total RNA into three main groups as follows: (1) mRNAs containing a polyA tail; (2) rRNAs (>80%) and some ncRNAs following removal of mRNA; and (3) ncRNAs, for example, tRNAs, small nuclear RNAs (snRNAs), and small nucleolar RNAs (snoRNAs), after removal of mRNA and rRNA through ribo-depletion. We then measured m^6^A levels in the three groups of RNAs using an ELISA-based methylation detection method. We found that all three groups of RNAs isolated from the *NIPBL*-MS LCL showed significant reduction in m^6^A modification compared to the same groups of RNAs isolated from a WT LCL (Figure 5D). The decrease was especially striking (more than 6-fold) in the ncRNA fraction, which would include tRNAs. tRNAs are the most highly modified RNA species (Phizicky and Hopper, 2010) and would, therefore, be most likely to show a defect.

We further studied whether the three different RNA fractions isolated from the *NIPBL*-MS LCLs stimulated PKR in vitro. We performed PKR activation assays with 10 ng RNA from each fraction, using poly I:C as a positive control for PKR activation (Figure 5E). We found that the rRNA fraction from the *NIPBL*-MS LCLs was a strong activator of PKR, followed by the ncRNAs. The p-PKR/PKR ratio of *NIPBL*-MS rRNA (lane 7) compared to WT rRNA (lane 4) was 5.6 ± 1.3 higher (p < 0.001). The results suggested that rRNAs from the *NIPBL*-MS LCL are potent activators of PKR. The activation could be based on the lack of m^6^A modification, other modifications, or even misfolding (Heinicke and Bevilacqua, 2012), due to the underexpression of various genes involved in RNA modification and processing.

We next tested whether RNA from other *NIPBL* or *HDAC8* mutant LCLs could activate PKR activity in vitro. Since rRNAs from the *NIPBL*-MS LCL most significantly activate PKR and rRNAs represent the majority of RNA in cells, total RNA was used in these in vitro assays. As shown in Figure 5F, total RNA from *NIPBL*-NS and *NIPBL*-FS, as well as from both *HDAC8* mutant cell lines, could activate PKR. Taken together, defects in RNA biogenesis may, therefore, serve as an underlying mechanism to activate the PKR-mediated stress response in *NIPBL* and *HDAC8* mutant LCLs.

## DISCUSSION

The data presented here are consistent with a working model in which NIPBL activates the expression of RNA-processing genes to promote RNA biogenesis (Figure 6). With the loss of *NIPBL* function, either via mutation or knockdown, these genes are expressed at lower levels. Defects in RNA biogenesis, including lower levels of m^6^A modification, lead to the activation of PKR, triggering a stress response. Inhibition of PKR with 7DG provides partial repression of that stress response. We have therefore identified a previously unknown pathway that could contribute to the molecular etiology of CdLS. Related cellular stress pathways have been shown to contribute to pathogenesis in Alzheimer’s and Huntington’s diseases. The results of our study (1) provide insights into the role of *NIPBL* in ncRNA biogenesis and (2) reveal that RNA biogenesis defects, such as lower levels of m^6^A methylation, could trigger stress associated with *NIPBL* mutations.

This study suggests that stress created by defects in RNA biogenesis and an upregulation of PKR activity may be a contributing factor for cellular defects in LCLs derived from patients with CdLS. Eukaryotic RNAs are demarcated with a variety of modifications, including 5mC, m^5^U, s^2^U, m^6^A, ψ, or 2′-O-methylation, which mark them as self, as compared to the unmodified RNAs from viruses and bacteria, which can be identified as non-self. For example, human rRNA has ten times more pseudouridine (ψ) and 25 times more 2′-O-methylated nucleosides than bacterial rRNA (Margulis and Chapman, 1998). This striking difference in modifications helps account for why bacterial and viral RNAs are immunogenic, even though they have the same chemical structure as human RNAs. Previous studies in vitro in human dendrite cells (Karikó et al., 2005) and in vivo in mice (Kormann et al., 2011) confirmed that RNA with modifications could significantly suppress immune responses and inflammatory cytokine formation compared to unmodified RNA. In addition to the downregulation of the genes encoding the methylation enzymes METTL3 and METTL14, in both the *NIPBL*-MS LCL and the shRNA knockdown of *Nipbl* in mESCs, genes encoding the enzymes needed for pseudouridylation were significantly downregulated, suggesting that the absence of multiple modifications or defects may synergize in the activation of PKR. It will be interesting to explore and characterize additional RNA biogenesis defects and how they contribute to cellular phenotypes in CdLS in the future.

RNA modifications such as m^6^A serve various functions in regulating cellular processes. For example, it has been proposed that m^6^A methylation maintains stem cell pluripotency by promoting the decay of RNAs encoding developmental regulators (Wang et al., 2014). Knockdown of *Mettl3* and *Mettl14* in mESCs results in the loss of their self-renewal ability (Wang et al., 2014). Similar phenotypes, upon *Nipbl* knockdown, have been reported, including differentiation and increased expression of differentiation genes (Kagey et al., 2010). These results suggest that the cell differentiation induced by *Nipbl* knockdown may be partially due to the lack of m^6^A methylation.

NIPBL and cohesin may contribute to gene expression in different ways. For instance, NIPBL may be involved in the maintenance of NFRs, while cohesin may be important in long-distance interactions. Due to these different molecular functions, loss of function may not have equivalent effects on gene expression. For example, the gene expression profiles of cells upon *NIPBL* or cohesin knockdown are different (Muto et al., 2011; Zuin et al., 2014). Our study further supports this idea since CdLS LCLs with mutations in *SMC1A* or *SMC3* do not show PKR activation. A previous study showed that NIPBL directly interacts with histone-deacetylating enzymes HDAC1 and HDAC3 in human cells (Jahnke et al., 2008), suggesting that NIPBL may initiate the chromatin-remodeling processes through the recruitment of these HDACs in transcriptional regulation. The budding yeast ortholog of *NIPBL*, *SCC2*, may participate in transcriptional regulation by maintaining NFRs through the association with remodels the structure of chromatin (RSC; Lopez-Serra et al., 2014). In the future, it will be important to continue to dissect the molecular role of NIPBL and cohesin in gene expression, since this knowledge will help us understand how loss of function leads to human disease.

In summary, we suggest that NIPBL facilitates a gene expression program compatible with normal RNA biogenesis. Upon *NIPBL* loss of function, there is reduced expression of RNA-processing genes, which correlates with the generation of unmodified RNAs, including m^6^A deficiency. Such aberrant ncRNAs could activate the PKR-signaling cascade, leading to poor cell proliferation, protein synthesis, and apoptosis. Importantly, treatment with a PKR inhibitor can partially rescue these defects. The findings shed light on the molecular etiology of CdLS by highlighting the activation of PKR in the *NIPBL* and *HDAC8* mutant cells. Identification of elevated PKR activity suggests a new avenue for disease management, namely the use of PKR inhibitors to ameliorate cellular stress associated with CdLS.

## EXPERIMENTAL PROCEDURES

### qRT-PCR and RNA-Seq Analysis

Total RNA from LCLs and mESCs was isolated with TRIzol Reagent (Life Technologies, 15596) following the manufacturer’s instructions. RNA was treated with DNase I (New England Biolabs, M0303S) to remove contaminating genomic DNA. cDNA was synthesized with iScript cDNA Synthesis Kit (Bio-Rad, 170-8890). The cDNA was then mixed with primers and Power SYBR Green Master Mix (Life Technologies, 4367659). The gene expression levels were determined by the Applied Biosystems 7900HT Fast Real-Time PCR System (Life Technologies), followed by normalization to the housekeeping genes ATP synthase β-subunit (ATP5B) and ubiquitin C (UBC). See Tables S1 and S2 for primers used for human and mouse, respectively.

For RNA-seq of LCLs and MEFs, total RNA was depleted of rRNA with the Ribo-Zero kit (Epicenter). The ribo-depleted RNA samples were amplified with the TruSeq RNA Sample Prep Kit (Illumina) for Solexa sequencing. Reads from two biological replicates for WT and *NIPBL*-MS were aligned to the human genome UCSC hg19 and to gene annotation from Ensembl 78 using TopHat 2.0.10 (Trapnell et al., 2009). Similarly, reads from three biological replicates for WT and *Nipbl*^+/−^ were aligned to the mouse genome UCSC mm10 and to gene annotations from Ensembl 72 using TopHat 2.0.10. For both LCLs and MEFs, the differential expression analysis at FDR < 0.05 and the assessment of statistically significant read coverage for each gene were performed with edgeR (Robinson et al., 2010).

### ChIP-Seq Analysis

For LCLs, reads from ChIP-seq experiments were aligned to the human genome UCSC hg19 using Bowtie2 aligner 2.1.0, allowing uniquely mapped reads only up to two mismatches (Langmead et al., 2009). For mESCs, reads from ChIP-seq experiments were aligned to the mouse genome UCSC mm10 using Bowtie2 aligner 2.1.0, allowing uniquely mapped reads only up to two mismatches (Langmead et al., 2009). For both LCLs and mESCs, reads were extended to 150 bp toward the interior of the sequenced fragment and normalized to total reads aligned. The average coverage was binned in 25-bp intervals. Peak calling was performed using MACS 2.0.10 (Zhang et al., 2008) with stringent conditions to determine statistical enrichment at an FDR < 1e–9, resulting in high-confidence peaks that were used for subsequent analysis and for depicting enrichment profiles. NIPBL peaks spanning 2 kb on both sides of the TSSs were binned into 100-bp windows for analysis. Peak annotation was done using HOMER algorithm (Heinz et al., 2010). GO analysis was performed using DAVID (Huang da et al., 2009). The background GO terms were the union of biological processes, cellular components, and molecular functions. An FDR cutoff of 0.01 was used to select enriched terms. GO term clustering was done using REVIGO (Supek et al., 2011).

### Generation of LCLs

Human LCLs were generated from patients with mutations in *NIPBL*, *SMC1A*, *SMC3*, or *HDAC8* under an IRB-approved protocol of informed consent. The mutations were identified by sequencing (Liu et al., 2009).

### Cell Culture Conditions

#### Human LCLs

LCLs were grown in a T25 flask with RPMI media supplemented with 20% fetal bovine serum (FBS). Fresh media were added daily for expansion.

#### mESCs

V6.5 mESCs (Novus Biologicals) were grown on irradiated MEFs. Cells (8.6 × 10^6^) were grown on 0.1% gelatinized (STEMCELL Technologies, 07903) 150-mm tissue culture plates in ESC-c medium consisting of the following: DMEM supplemented with 15% FBS (HyClone, SH30070.03); 1× b-mercaptoethanol (Millipore, ES-007-E); nonessential amino acids (STEMCELL Technologies, 07600); 1× GlutaMAX (STEMCELL Technologies, 07100); and 50 μg/ml penicillin/streptomycin (STEMCELL Technologies, 07500).

#### Irradiated MEFs

Low-passage irradiated MEFs were grown on 150-mm tissue culture plates 48 hr prior to seeding the mESCs in the ESC-c media described above.

### MEFs Isolation and Culture

Embryos (14.5 days post-coitum [DPC]) were dissected from one pregnant mouse and the embryo’s limbs, brain, and internal organs were carefully removed. The rest of the embryos were then minced into small pieces with a sterile surgical blade. The minced embryo was then incubated in a 50-ml tube with 3 ml trypsin for ~30 min at 37°C with the occasional stir. MEF media (10 ml) were added to the 50-ml tube and mixed well before plating onto a gelatinized 10-cm tissue culture dish. After 3–5 days of culture, all cells were frozen down at 2 × 10^6^ per vial at post-natal day (P)1. MEFs were grown in DMEM (Sigma, D6546) supplemented with 10% FBS (Gibco, 10437-077). Medium was changed every 2 days. Cells from the third passage were used for RNA isolation for sequencing.

### Lentivirus-Based RNAi Knockdown in mESCs

Lentiviral particle preparation and infection were performed as previously described with some modifications (Lin et al., 2013). Briefly, 70% confluent HEK293T cells in a 150-mm tissue culture plate were co-transfected with 8 μg mouse *Nipbl* shRNA construct (Open Biosystems, TRCN0000124037) or GFP shRNA (Addgene, 30323), 6 μg psPAX2 packaging plasmids (Addgene, 12260), and 2 μg pMD2.G envelop plasmids (Addgene, 12260) with 40 μl Lipofectamine 2000 (Life Technologies, 11668027). The ESC-c medium was replaced after 16 hr of transfection. The medium containing lentiviral particles was collected 48 and 72 hr after the transfection. The medium was filtered through 0.45-μm syringe filters (Nalgene) and concentrated by ultra-centrifuge at 25,000 rpm in an SW-41Ti rotor (Beckman Coulter) for 2 hr at 4°C. The V6.5 mESCs were infected with concentrated lentiviral particles in ESC-c medium containing 8 μg/ml polybrene (Sigma, H9268). Then 24 hr after infection, the media were replaced with 2 μg/ml puromycin (InvivoGen, ant-pr-1) for 5 days to select for stable integration of the shRNA construct. The medium with puromycin was changed daily. The GFP and NIPBL knockdown cells were grown one passage off feeders before harvesting for protein extraction and RNA isolation.

### Western Blots

Western blots were performed as described previously (Yuen et al., 2011). Briefly, the whole-cell extracts from mESCs or LCLs were isolated by ice-cold lysis buffer consisting of the following: 50 mM HEPES (pH 7.9), 5 mM MgCl_2_, 0.2% Triton, 20% Glycerol, 300 mM NaCl, and proteinase inhibitor cocktail tablet (Roche, 04693116001). The lysates were incubated on ice for 30 min and then centrifuged at 20,000 × *g* for 20 min at 4°C. The supernatant was collected and analyzed for protein concentration using the Lowry method (Bio-Rad, 500-0111). For each sample, 25 μg total protein was electrophoresed under reducing conditions through a NuPAGE 4%–12% Bis-Tris protein gel (Life Technologies, NP0322BOX). The resolved proteins were electroblotted on an immobilon-P polyvinylidene difluoride membrane (Millipore, IPVH00010) using wet transfer at 100 V for 90 min at 4°C. The membranes were blocked with 1% BSA in 0.5% Tween-20 PBS (PBST) for 60 min before an overnight incubation with primary antibodies at 4°C. The membranes were then probed with a horseradish peroxidase-conjugated secondary antibody at a dilution of 1:3,000 for 1 hr at room temperature. The membranes were developed with an enhanced chemiluminescence detection system (ECL reagents; Thermo Scientific, 32132) and then exposed to X-ray films. The signal intensities were quantified using ImageJ (NIH) and normalized with the housekeeping protein α-tubulin.

### Apoptosis Assays

Annexin V was used to study apoptosis of LCLs. First, WT and *NIPBL*-MS and *NIPBL*-NS cells were washed in cold PBS and pelleted by centrifugation, followed by re-suspension with annexin-binding buffer consisting of the following: 10 mM HEPES, 140 mM NaCl, and 2.5 mM CaCl_2_. The cells were then stained with DAPI for 10 min at room temperature. After that, 5 μl annexin V conjugated with Alexa Fluor 488 dye (Life Technologies, A13201) was added to the cell suspension and incubated at room temperature for 15 min. The stained cells were assayed quickly with MACSQuant (Miltenyi Biotec). Data analysis was performed with FlowJo software (Tree Star).

### ROS Assays

The levels of ROS in WT, *NIPBL*-MS, and *NIPBL*-NS cells, treated with 300 nM 7DG or untreated for 24 hr were determined with the DCFDA-Cellular Reactive Oxygen Species Detection Assay Kit (Abcam, ab113851), following the manufacturer’s instructions. Briefly, cells were washed in PBS, followed by staining with 20 μM DCFDA and incubation for 30 min at 37°C. The stained cells were analyzed immediately using MACSQuant at excitation 485 nm/emission 535 nm. Data analysis was performed with FlowJo.

### RNA Fractionation

Total RNAs from WT and *NIPBL*-MS LCLs were isolated with TRIzol Reagent. First the RNAs with polyA tails were separated from the rest of the RNA using the polyA spin mRNA isolation kit (NEB, S1560S), following the suggested protocol. The resulting RNA that mainly consisted of rRNA was divided into two portions. One portion of this RNA sample was subjected to ribo-depletion using the Ribo-Zero rRNA Removal kit (Epicenter, MRZH116), resulting in a pool of RNAs enriched for ncRNAs such as tRNAs, microRNAs, and snoRNAs.

### m^6^A Methylation Assays

To perform m^6^A methylation assays, 200 ng of each mRNA, ncRNA, and rRNA fraction was used. The m^6^A methylation levels of the RNA fractions from WT and *NIPBL*-MS cells were determined using the EpiQuik m6A RNA Methylation Quantification Kit (Epigentek, P-9005-48), according to the manufacturer’s instructions. Briefly, a standard curve was prepared by making six different concentrations of the positive control, ranging from 0.01 to 0.5 ng/μl. RNA samples were added to the strip wells anchored on a 96-well plate. The plate was gently tilted and shaken several times to allow the RNA to bind evenly to the bottom of the wells. The plate was then sealed and incubated at 37°C for 90 min. After that, the wells were washed three times with 150 μl washing buffer. Capture antibody diluted 1:1,000 was added to the wells and incubated at room temperature for 60 min, followed by washing three times with 150 μl washing buffer. Detection antibody with 1:2,000 dilution was then added to each well for detecting the antibody. The plate was incubated at room temperature for 30 min, followed by washing four times with 150 μl washing buffer. Enhancer solution diluted 1:5,000 was added to each well and incubated at room temperature for 30 min, followed by washing five times with 150 μl washing buffer. Detection solution (100 μl) was then added to each well and incubated at room temperature away from light for 10 min. After that, 100 μl stop solution was added to quench the enzyme reaction. The absorbance was taken with a microplate reader at 450 nm within 15 min. The amount of m^6^A was calculated with the following equation:

$$m^{6}A\left(\text{ng}\right)=\frac{\text{OD}:\text{Sample}-\text{OD}:\text{Background}}{\text{slope of standard curve}}$$

### PKR Activation Assays In Vitro

PKR activation assays were performed as described (Zheng and Bevilacqua, 2004). RNAs from WT and mutant LCLs were tested for the ability to directly activate PKR protein in vitro, which was determined by levels of PKR phosphorylation in western blots. Briefly, 0.1 ng recombinant PKR (Life Technologies, PV4821) was dephosphorylated by treating with λ-PPase (NEB, P0753S) for 30 min at 37°C. λ-PPase was inactivated by treatment with freshly prepared sodium orthovanadate. The dephosphorylated PKR was then incubated with 10 ng RNA from WT and *NIPBL*-MS, *NIPBL*-NS, *NIPBL*-FS, and *HDAC8* mutant cells in the activation buffer (20 mM HEPES [pH 7.5], 4 mM MgCl_2_, 100 mM KCl, and 1 mM ATP) for 3 hr at 30°C. Reactions were stopped by adding SDS loading buffer and PKR was resolved on a NuPAGE 4%–12% Bis-Tris protein gel. The phosphorylation of PKR was determined with p-PKR antibodies (Abcam, ab32036).

### Cell Proliferation Assays

WT, *NIPBL*-MS, and *NIPBL*-NS LCLs (3 × 10^5^) were set in a six-well plate with RPMI with 20% FBS; 300 mM 7DG was supplied in the medium for some LCLs; and 10 μl cells was used to perform cell counting using the TC20 Automated Cell Counter (Bio-Rad, 145-0102) daily for 6 days. The experiments were done in triplicate.

### ^35^S methionine Metabolic Labeling Assays

The metabolic labeling assays for proteins have been described previously (Xu et al., 2013). Briefly, WT and *NIPBL*-MS LCLs were washed in PBS twice; switched to 3 ml Met/Cys-free RPMI containing 10 μM MG-132, a proteasome inhibitor; and pulsed with 30 μCi ^35^S-methionine. Cells were lysed in RIPA buffer (50 mM Tris [pH 7.2], 150 mM NaCl, 1% sodium deoxycholate, 0.1% SDS, 1% Triton X-100, 10 mM NaF, and 1 mM Na3VO4). Proteins were precipitated by the addition of hot 10% trichloroacetic acid. After centrifugation, the precipitate was washed twice in acetone. The precipitate was dissolved in 100 μl 1% SDS and heated at 95°C for 10 min. An aliquot of the SDS extract was counted in Ecoscint for ^35^S radioactivity in a liquid scintillation spectrometer to determine the amount of ^35^S-methionine incorporated into proteins.

### Antibodies

Primary antibodies for NIPBL were purchased from Bethyl (A301-799A); p-PKR (ab32036), METTL3 (ab49253), METTL14 (ab98166), and α-tubulin (ab15246) were purchased from Abcam; PKR was purchased from Santa Cruz Biotechnology (sc-6268); and p-eIF2α (3398), eIF2α (9722), and ATF4 (11815) were purchased from Cell Signaling Technology.

### ChIP-Seq Data Analyzed in This Study

ChIP-Seq DatasetAccession NumberReference
Human LCL NIPBLSRA: ERR139553Mapping of the cohesin loading factor NIPBL in the human genome yields insights in Cornelia de Lange syndrome (I.D.K., unpublished data)
mESC NIPBLGEO: GSE22562Kagey et al. (2010)

### Statistical Analysis

All experiments were repeated independently at least in triplicate, and the data are presented as mean ± SD. Statistical significance was determined using the Student’s t test. A p value of < 0.05 was considered to be statistically significant.

## Supplementary Material

Yuen et al Supplm File

## Figures and Tables

**Figure 1:**
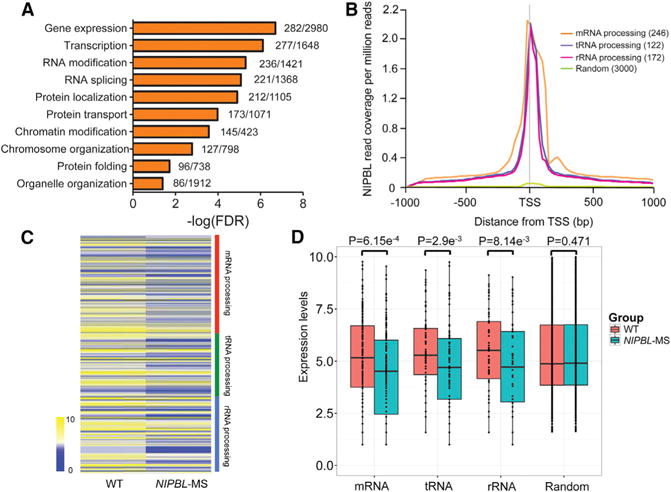
NIPBL Binds to and Regulates the Expression of RNA-Processing Genes in Human LCLs (A) Gene ontology (GO) analysis of the promoters/TSSs at which NIPBL binds in LCLs shows enrichment for genes involved in RNA modification and splicing. The × axis values (in logarithmic scale) correspond to the false discovery rate (FDR). The numbers next to each bar indicate the total number of genes differentially expressed of the total number of genes with that GO term. (B) NIPBL metagene-binding profiles at TSSs were generated using publicly available ChIP-seq data from LCLs for four gene groups (mRNA-, tRNA-, and rRNA-processing genes and random genes). Numbers in parentheses indicate the number of genes analyzed. (C) The heatmap shows the expression levels of mRNA-, tRNA-, and rRNA-processing genes in WT and *NIPBL*-MS LCLs. The average log_2_ expression value is displayed. (D) The data from (C) are shown as a bar plot along with the results of a t test. The expression of the group of random genes corresponding to those in (B) was not significantly different in WT and *NIPBL*-MS LCLs. See also Figures S1 and S2 and Table S1.

**Figure 2:**
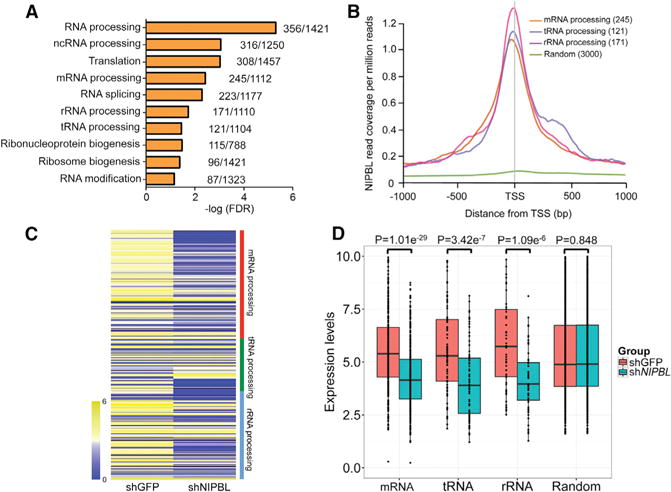
NIPBL Binds to and Regulates the Expression of RNA-Processing Genes in mESCs (A) GO analysis of the promoters/TSSs at which NIPBL binds shows enrichment for RNA-processing genes in mESCs. The × axis values (in logarithmic scale) correspond to the FDR. The numbers next to each bar indicate the total number of genes differentially expressed of the total number of genes with that GO term. (B) NIPBL metagene-binding profiles at TSSs were generated using publicly available ChIP-seq data from mESC for four gene groups (mRNA-, tRNA-, and rRNA-processing genes and random genes). NIPBL binds at the TSS of RNA-processing genes. Numbers in parentheses indicate the number of genes analyzed. (C) The heatmap shows the expression levels of mRNA-, tRNA-, and rRNA-processing genes after GFP (control) or *Nipbl* knockdown in mESCs. The average log_2_ expression value is displayed. (D) The data from the heatmap in (C) are shown as a bar plot along with the results of a t test. The expression of the group of random genes corresponding to those in (B) was not significantly different in GFP and *Nipbl* knockdown mESCs. See also Figure S3 and Table S2.

**Figure 3:**
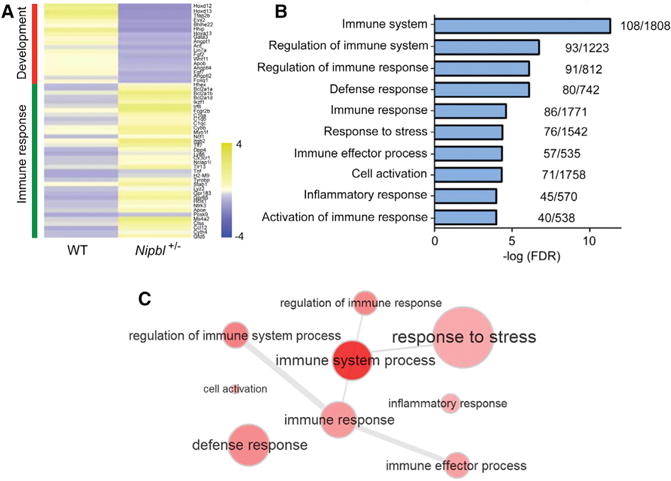
A Stress Response Signature in Nipbl^+/−^ MEFs (A) Heatmap showing the differential expression of genes between WT and mutant (n = 3). Key developmental genes and immune response genes are downregulated and upregulated, respectively, upon *Nipbl* haploinsufficiency. (B) Top 10 enriched GO terms associated with the 2-fold higher expressed genes in mutant MEFs are shown. (C) GO term clustering shows the inter-relationship between different GO terms for the higher expressed genes. The generality of the GO terms is indicated by the bubble radius, where larger bubbles represent broader terms and smaller bubbles imply more specific terms. The intensity of color represents the significance of enrichment, with darker indicating more significance. The thickness of the lines linking the GO terms reflects the significance of the relationship between them.

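Of the genes marked as development genes in Figure 3A, 16 could be read by eye. The files list 10 of them at 0 in every culture, all on the plus strand, and 5 had enough counts for the test. All 5 were lower in each of the 9 pairs of a WT and a Nipbl+/- culture, and all 5 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Hoxa13, on chromosome 6 from 52257694 to 52260880, fell from 6.80 ± 3.87 CPM in WT to 0.520 ± 0.0624 CPM in Nipbl+/- MEFs (SD, n = 3 each). Its log2 fold change was -3.69 (standard error 0.50, adjusted p = 0.0213 in edgeR's quasi-likelihood test). Angpt1, on chromosome 15 from 42424727 to 42676977, fell from 26.1 ± 3.29 to 10.2 ± 0.674 CPM (log2 fold change -1.36, standard error 0.11, edgeR adjusted p = 0.00359), and was past the threshold in all 6 fits that each left out a culture. Hhip had a log2 fold change of -1.87 (standard error 0.26, edgeR adjusted p = 0.0224), Gata3 of -1.41 (standard error 0.20, edgeR adjusted p = 0.0232) and Angptl4 of -0.76 (standard error 0.14, edgeR adjusted p = 0.0393). With the replicate number as a block, 2 of the 5 remained past the threshold, Hoxa13 and Angpt1, and with a culture left out, between 1 and 6 development genes were past it. Hoxa13 was past it in 2 of the 6 fits that each left out a culture. Limb genes that are not among those read from Figure 3A had a median log2 fold change of -0.41 over 7 tested genes. Among them were Hoxa9, Hoxa10 and Hoxa11, neighbours of Hoxa13.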

**Figure 4:**
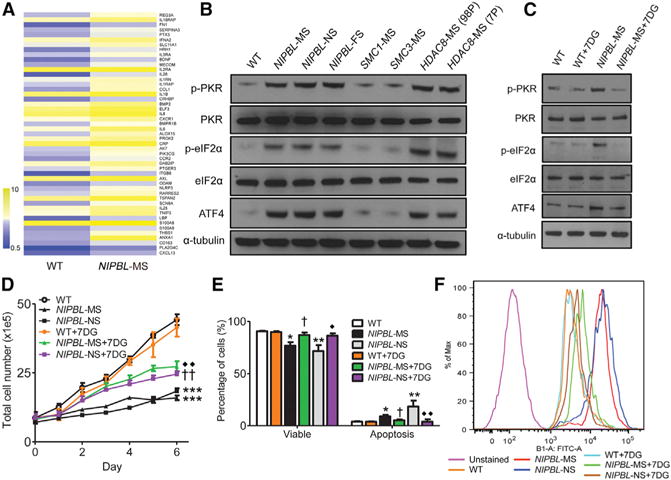
PKR and eIF2α Phosphorylation and Expression of ATF4 Are Elevated in NIPBL Mutant LCLs (A) The heatmap shows an upregulation of immune response genes in *NIPBL*-MS LCLs. The average log_2_ expression value is displayed. (B) There is increased p-PKR, p-eIF2α, and ATF4 in LCLs derived from patients with *NIPBL*-MS, -NS, and -FS mutations and *HDAC8* mutations (98P and 7P), but not from LCLs with cohesin *SMC1* missense (*SMC1*-MS) or *SMC3* missense (*SMC3*-MS) mutations. (C) 7DG treatment can inhibit the PKR-signaling cascade, as shown by reduced levels of phosphorylation of PKR and eIF2α as well as the reduced levels of ATF4. (D) The *NIPBL*-MS and *NIPBL*-NS LCLs show poor cell proliferation, which is partially rescued by treatment with 7DG (300 nM). Error bars represent SEM. (E) The *NIPBL*-MS and *NIPBL*-NS LCLs have elevated levels of apoptosis and lower viability, both of which are rescued by treatment with 7DG. (F) *NIPBL*-MS and *NIPBL*-NS LCLs have elevated levels of ROS, which are partially reversed by 7DG treatment. *p < 0.05, **p < 0.01, and ***p < 0.001 compared to WT; †p < 0.05 and ††p < 0.01 compared to *NIPBL*-MS; ◆p < 0.05 and ◆◆p < 0.01 compared to *NIPBL*-NS. All experiments were performed with n = 3–4. Error bars represent SEM. See also Figures S4 and S5.

**Figure 5:**
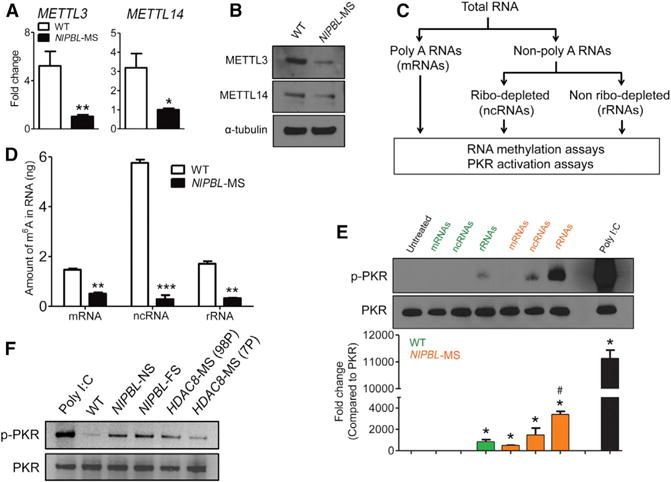
RNA Derived from NIPBL-MS Cells Contains Less m^6^A Modification and These RNAs Activate PKR In Vitro (A) qPCR shows the lower expression of *METTL3* and *METTL14* RNA in *NIPBL*-MS cells. Ubiquitin C served as a loading control. *p < 0.05 and **p < 0.01 compared to WT. (B) The reduction of METTL3 and METTL14 protein expression is shown in western blots. (C) The scheme used to fractionate RNA is diagrammed. The mRNAs are first isolated from the total RNA, followed by ncRNAs and rRNAs (see Experimental Procedures for details). (D) m^6^A levels are significantly reduced in mRNAs, ncRNAs, and rRNAs from *NIPBL*-MS cells compared to WT cells. There is an especially dramatic decrease (more than 6-fold) in m^6^A levels in the ncRNAs of the *NIPBL* mutant LCLs. **p < 0.01 and ***p < 0.001 compared to WT. (E) Both ncRNAs and rRNAs isolated from *NIPBL*-MS LCLs are capable of activating recombinant PKR in vitro; 10 ng Poly I:C was used as a positive control for PKR activation. *p < 0.001 compared to untreated control; #p < 0.001 compared to WT rRNA. (F) Total RNA isolated from *NIPBL*-NS and *NIPBL*-FS, and *HDAC8* (98P) and *HDAC8* (7P) can induce PKR activation in vitro; 1 ng Poly I:C was used as a positive control for PKR activation. For (E) and (F), 10 ng RNA was used in each reaction.

**Figure 6:**
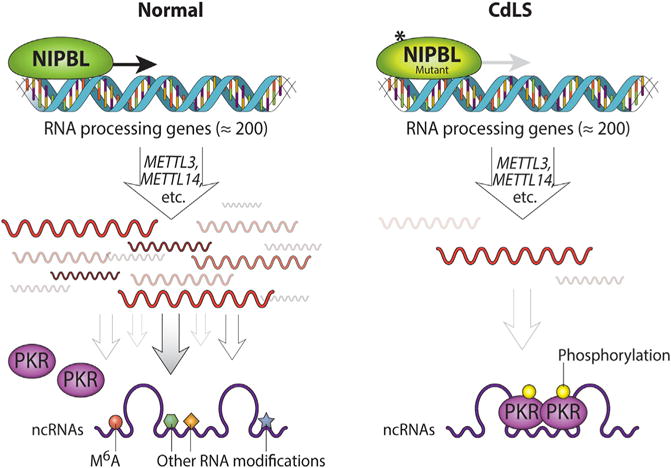
Model for the Activation of PKR in LCLs Derived from Individuals with Mutations in *NIPBL* NIPBL binds to the promoter/TSS of RNA-processing genes, including *METTL3* and *METTL14*, to promote their expression. The RNA-processing genes are essential for the RNA modifications such as m^6^A methylation (red circle), pseudouridylation, etc. In normal cells, RNAs are highly modified with m^6^A methylation and other modifications to prevent activation of PKR. However, in CdLS LCLs with loss of NIPBL function, RNA-processing genes are expressed at lower levels. RNAs are generated that contain less m^6^A modification and potentially other modifications as well. Such aberrant RNAs cause the activation of PKR that is marked by both dimerization and auto-phosphorylation.

# Supplementary material for: NIPBL Controls RNA Biogenesis to Prevent Activation of the Stress Kinase PKR
**Source:** Cell Rep. Author manuscript; Available in PMC 2016 Jun 13.
**Supplement:** Yuen et al Supplm File

Cell Reports

Supplemental Information

# **NIPBL Controls RNA Biogenesis to Prevent Activation of the Stress Kinase PKR**

Kobe C. Yuen, Baoshan Xu, Ian D. Krantz, and Jennifer L. Gerton

### Inventory of Supplemental Information

2 supplemental tables

5 supplemental figures

Table S1—Table of primers, related to Figure 1

Table S2--Table of primers, related to Figure 2

Figure S1—related to Figure 1

Figure S2—related to Figure 1

Figure S3—related to Figure 2

Figure S4—related to Figure 4

Figure S5—related to Figure 4

Figure S1

A

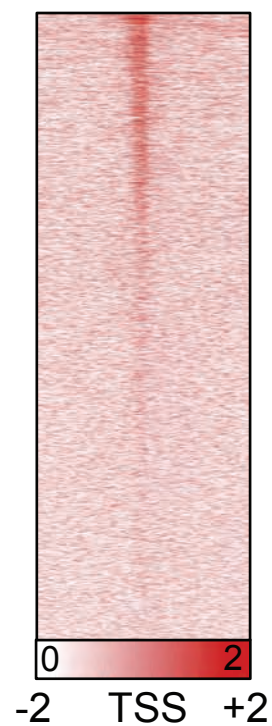

B

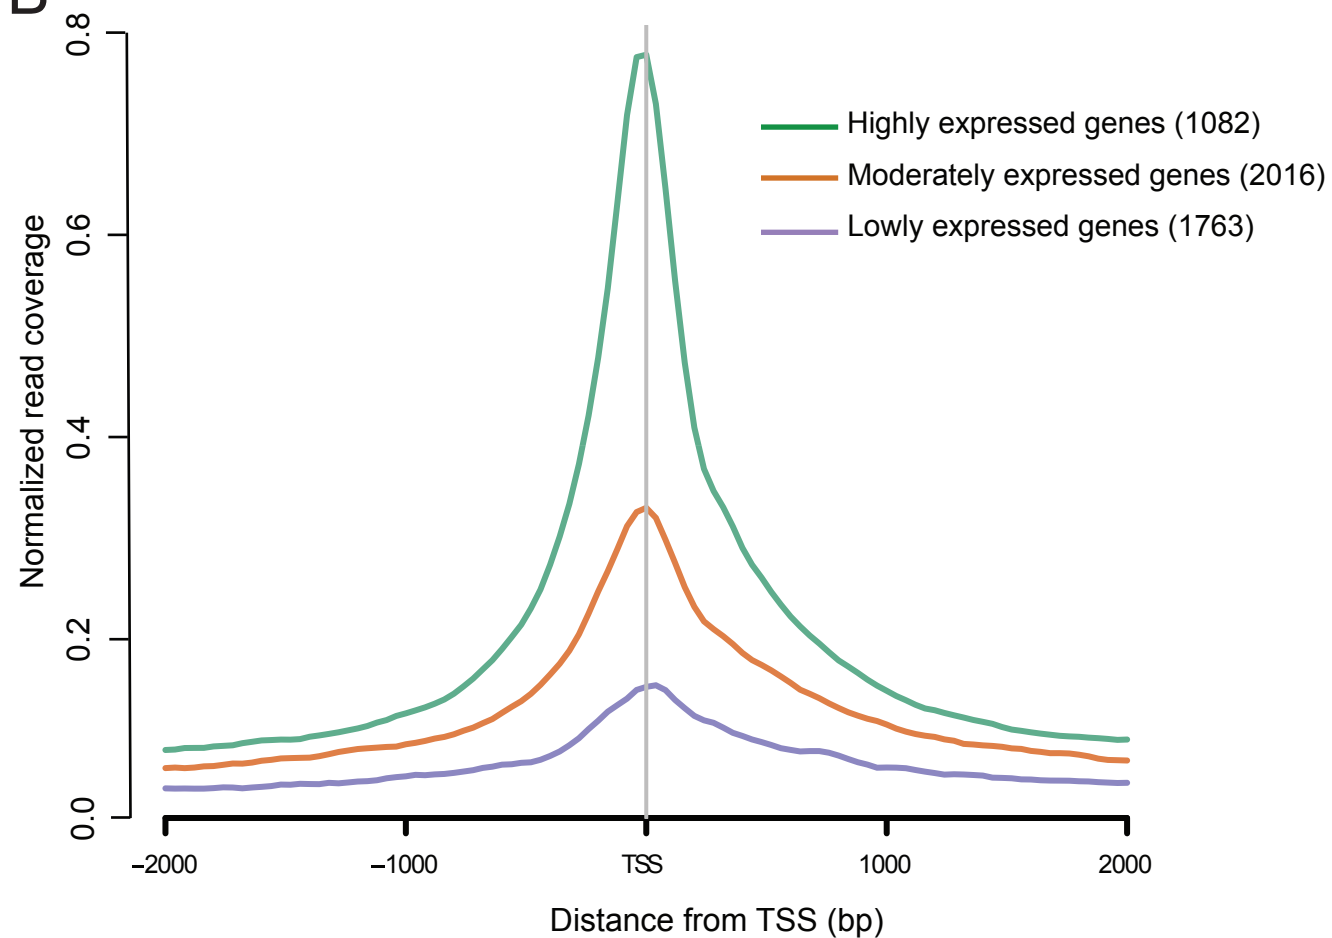

Figure S2

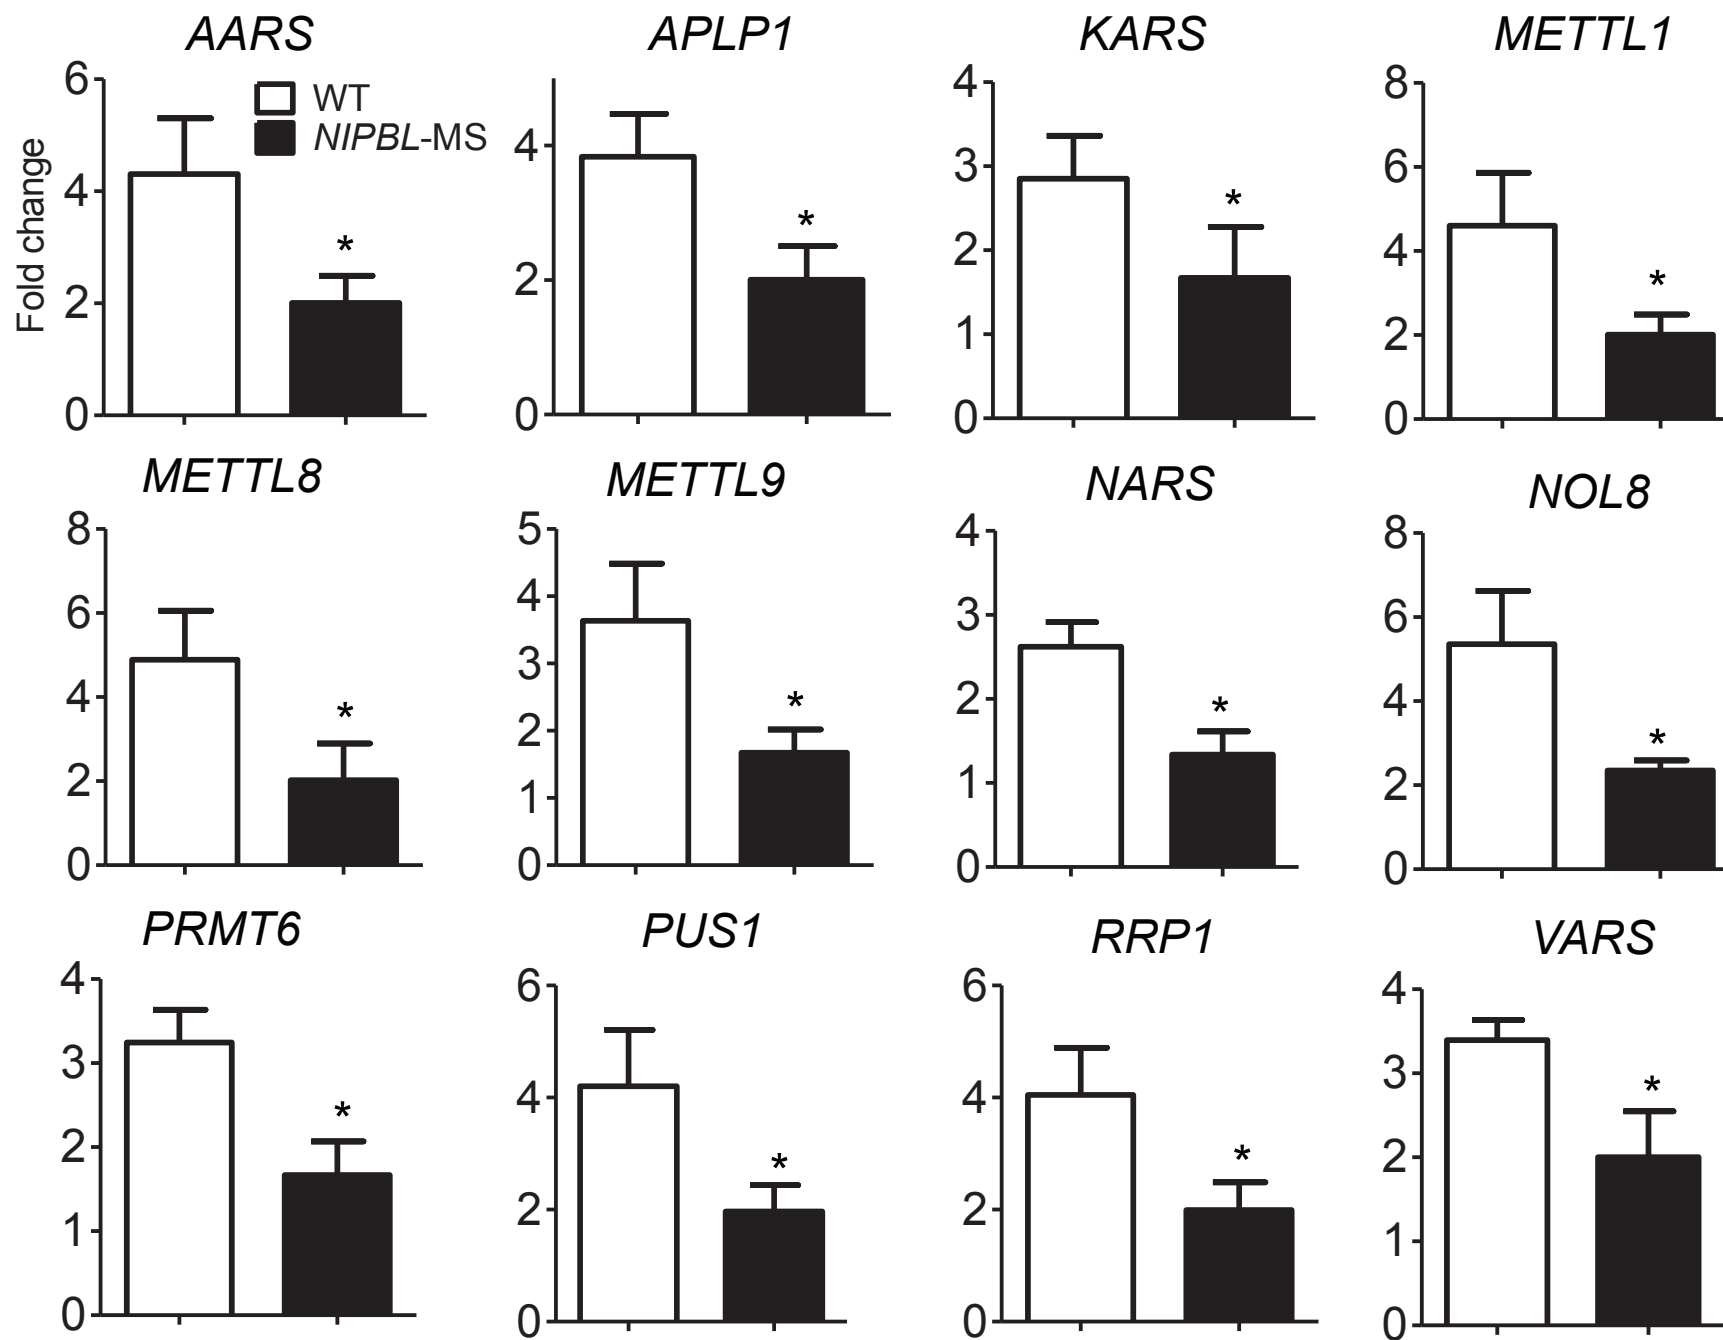

Figure S3

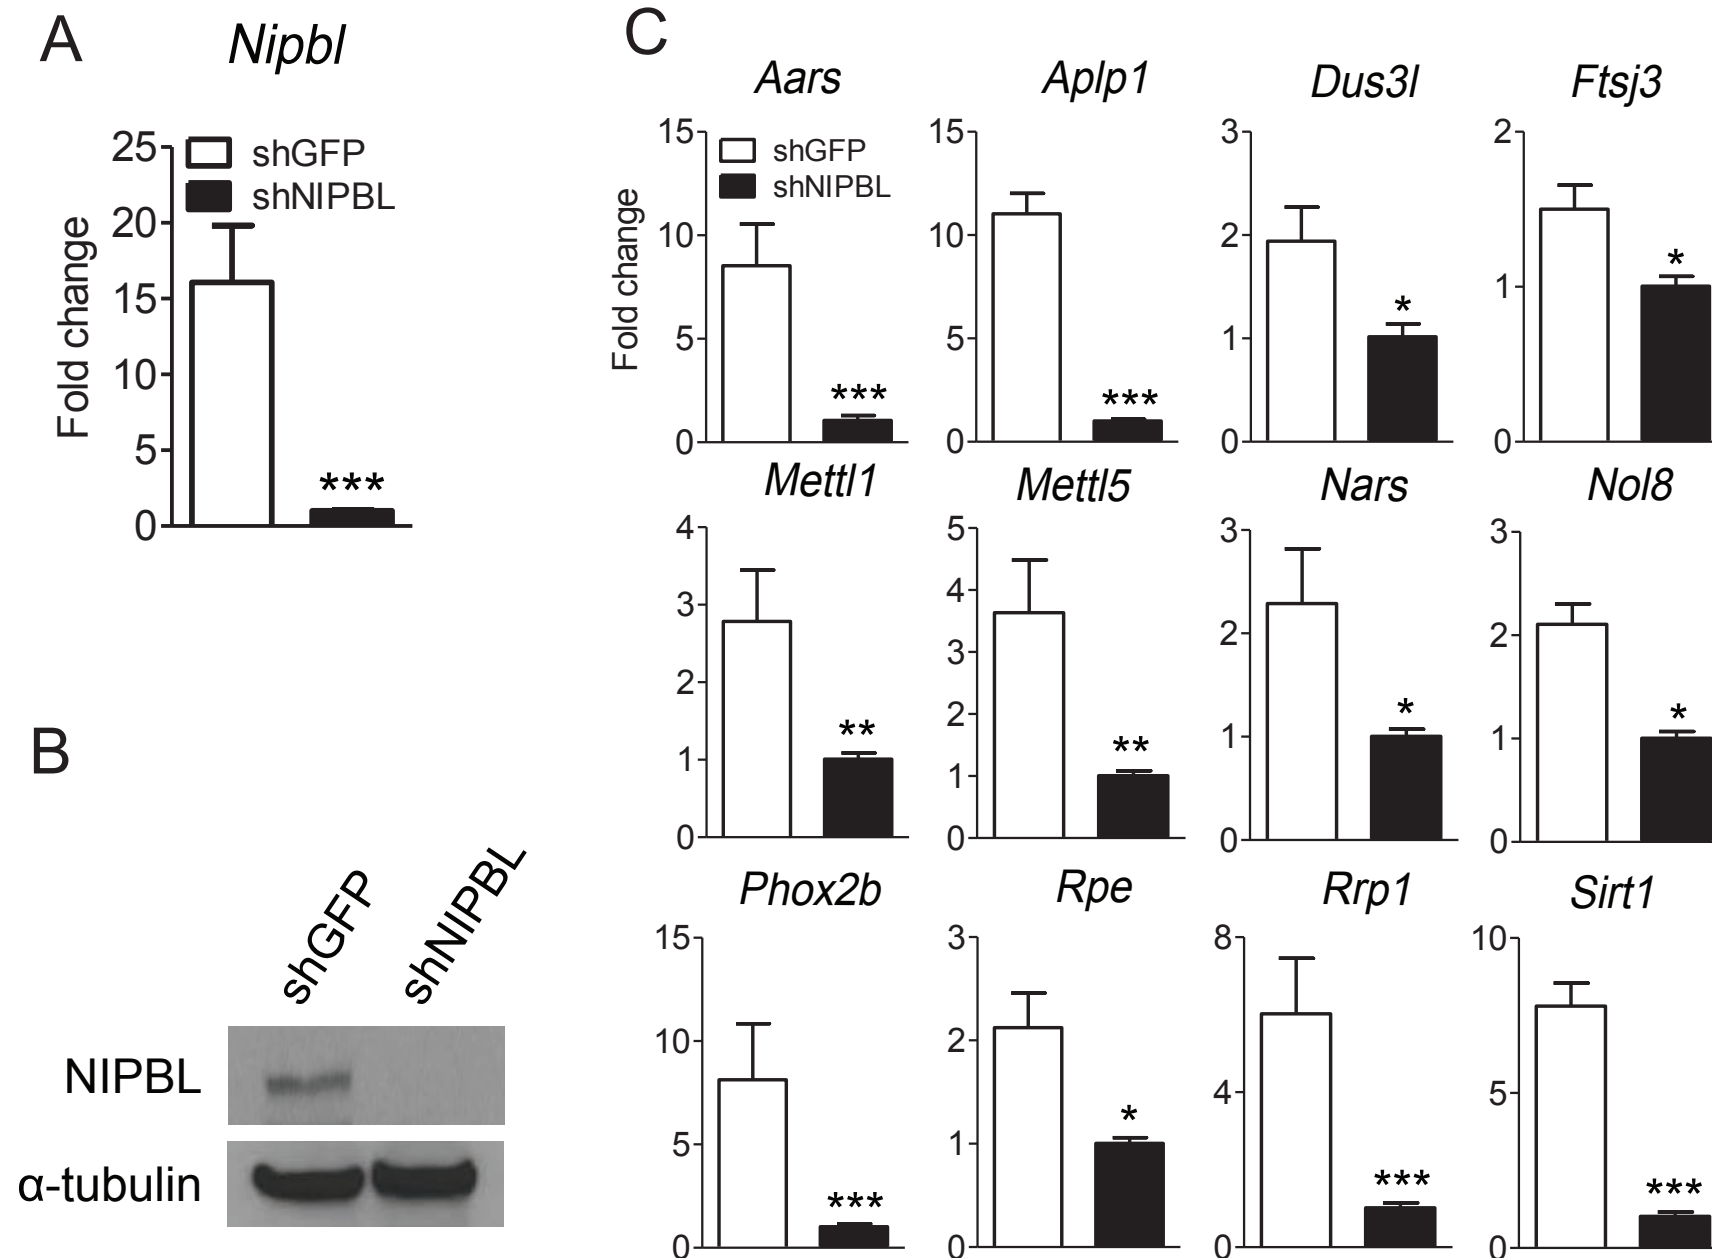

Figure S4

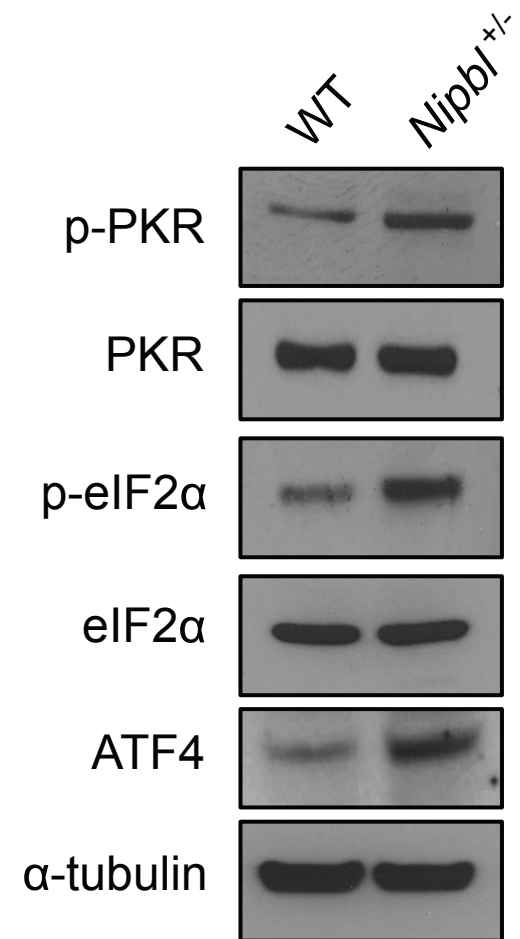

Figure S5

A

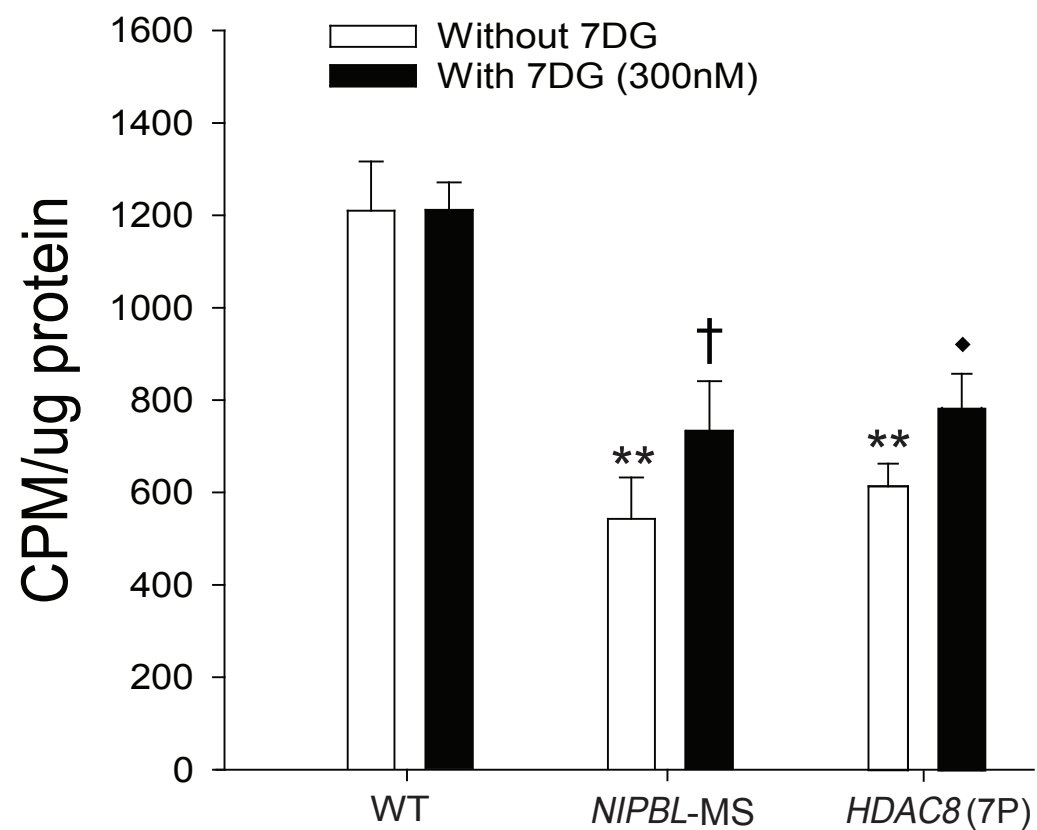

B

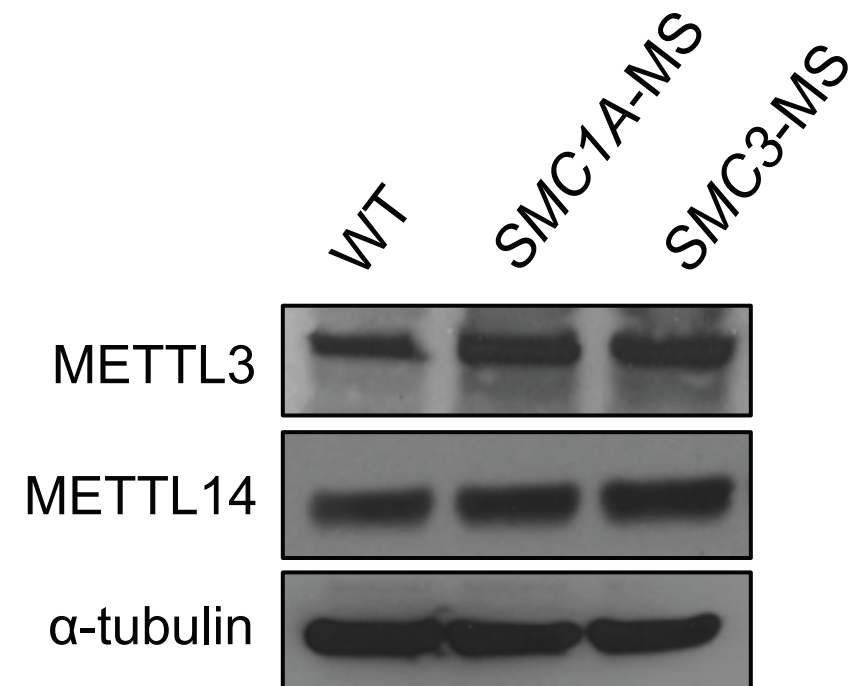

## Supplemental Figures

**Figure S1, related to Figure 1. NIPBL preferentially binds to transcription start site (TSS)/promoter of active genes.** (A) Heatmap showing alignment of NIPBL peaks at the TSSs from ChIP data collected in LCLs. (B) Metagene analysis of NIPBL binding in LCLs according to different levels of gene expression shows that NIPBL mainly binds to TSSs of active genes, with enriched binding at highly expressed genes. The number of genes in each group is shown in parenthesis.

**Figure S2, related to Figure 1. RNA processing genes are expressed at lower levels in NIPBL-MS LCLs.** The lower expression of 12 RNA processing genes identified from the heatmap of Figure 1C was confirmed by qPCR. The gene expression levels were normalized to housekeeping genes, either *ACTB* or *GAPDH*. \*P<0.05 compared to WT.

**Figure S3, related to Figure 2. The expression of RNA processing genes is significantly decreased upon *Nipbl* shRNA knockdown in mESCs.** The reduced expression of *Nipbl* following knockdown is confirmed by both (A) qPCR and (B) Western blot. (C) qPCR shows reduced expression of some of the RNA processing genes in the heatmap from Figure 2C. The gene expression levels were normalized to housekeeping genes, either ATP synthase  $\beta$ -subunit (*Atp5B*) or ubiquitin C (*Ubc*). \*P<0.05, \*\*P<0.01 and \*\*\*P<0.001 compared to shGFP control.

**Figure S4, related to Figure 4. PKR activation in *Nipbl*<sup>+/-</sup> MEFs.** p-PKR, p-eIF2 $\alpha$  and ATF4 levels are significantly increased in *Nipbl*<sup>+/-</sup> MEFs, compared to the levels in MEFs derived from WT littermates, suggesting that the PKR signaling cascade is up-regulated.

**Figure S5, related to Figure 4. 7DG partially restores protein synthesis in *NIPBL*-MS and *HDAC8* LCLs.** (A) Protein synthesis in WT, *NIPBL*-MS and *HDAC8* (7P) LCLs was determined by a  $^{35}\text{S}$  methionine metabolic labeling assay. There was decreased protein synthesis in *NIPBL*-MS and *HDAC8* (7P) LCLs, which was significantly improved by treatment with 7DG. \*\* $P < 0.01$  compared to WT, without 7DG; † $P < 0.05$  compared to *NIPBL*-MS, without 7DG; ♦ $P < 0.05$  compared to *HDAC8* (7P), without 7DG. (B) METTL3 and METTL14 protein expression is not significantly changed in *SMC1A*-MS and *SMC3*-MS LCLs, compared to the WT control.

**Table S1, related to Figure 1. Human qPCR Primers**

| Primer    | Sequence (5'-3')        | Amplicon size (bp) |
|-----------|-------------------------|--------------------|
| Aars_F    | TCCGGCAGCGATTTATAGATTTC | 107                |
| Aars_R    | GCCTGCATTGGCAAAGAGC     |                    |
| Aplp1_F   | GGACCAATGTGAGAGTTCAACC  | 105                |
| Aplp1_R   | GAGCCACAGGGTAAGAGCA     |                    |
| Kars_F    | GAGCTGAGCATCATTCCGTATG  | 103                |
| Kars_R    | GGCGATACCTTGTTTCCTTGT   |                    |
| Mettl1_F  | CCGACCCACATTTCAAGCG     | 121                |
| Mettl1_R  | TCCAGCACATCGGTTATGGTA   |                    |
| Mettl3_F  | CATTGCCCACTGATGCTGTG    | 82                 |
| Mettl3_R  | AGGCTTTCTACCCCATCTTGA   |                    |
| Mettl8_F  | TGAAGAGAAGGCGAGAGAATCA  | 87                 |
| Mettl8_R  | GGCACAGTAGGACAGTGCAT    |                    |
| Mettl9_F  | AATTATGCGAATCACTCCAGGC  | 91                 |
| Mettl9_R  | CCCGATTTCTCAATGCTGTTGTT |                    |
| Mettl14_F | GAACAGAGCTTAAATCCCCA    | 99                 |
| Mettl14_R | TGTCAGCTAAACCTACATCCCTG |                    |
| Nars_F    | CTGGTGTTGCGAGATGGTACA   | 88                 |
| Nars_R    | CCGTGGACAAGAGAACTCCATT  |                    |
| Nol8_F    | TCTGCACAGATTGGCCCAAG    | 83                 |
| Nol8_R    | TTTCTAACAAGTTGGCGTTACCT |                    |
| Prmt6_F   | GGAGTCGGAGAAACCCCTG     | 118                |
| Prmt6_R   | TGAAACGTCCGTGTCTTGCTC   |                    |
| Pus1_F    | GGCCAGGTGGTATCCCTGA     | 89                 |
| Pus1_R    | CCCAGAATCCGAATGTGAGAGG  |                    |
| Rrp1_F    | CAGGTGGTTTTTACGCACGAC   | 120                |
| Rrp1_R    | GAACGAGCTGGGAAATAGTCC   |                    |
| Vars_F    | AGAAAGGTGACCGGATTTACCA  | 96                 |
| Vars_R    | CTGCTGAGAGTTTAGGGTCCA   |                    |
| Actb_F    | ACCTTCTACAATGAGCTGCG    | 62                 |
| Actb_R    | CCTGGATAGCAACGTACATGG   |                    |
| Gapdh_F   | ACATCGCTCAGACACCATG     | 78                 |
| Gapdh_R   | TGTAGTTGAGGTCAATGAAGGG  |                    |

**Table S2, related to Figure 2. Mouse qPCR Primers**

| Primer   | Sequence (5'-3')             | Amplicon size (bp) |
|----------|------------------------------|--------------------|
| Aars_F   | TCCAGTATAACAGGTAGTGTGGG      | 105                |
| Aars_R   | CCAAAAGTAAAGATCGCAGACCA      |                    |
| Aplp1_F  | GCCACTGTCATTGCTGCTTC         | 122                |
| Aplp1_R  | GGGTTAGACGCCCCACATAGTC       |                    |
| Bop1_F   | GACTCCAGTCTCTCTGACAGC        | 122                |
| Bop1_R   | CTATGGTTGTCTTCGTCACCG        |                    |
| Dus3l_F  | ATTAAAGCTCAGTACCGCACAA       | 187                |
| Dus3l_R  | CCTGCCTTTCACGGGATTCAA        |                    |
| Ftsj3_F  | CTGCGAAGTCTCTACAAGAAAGC      | 143                |
| Ftsj3_R  | TTCATCCGAGAGTCCACTACC        |                    |
| Mettl1_F | CAGACCACACACTGCGCTA          | 114                |
| Mettl1_R | CATCCTTTGGATCATCATGGCTC      |                    |
| Mettl5_F | AACTAGAGAGTCGCCTGCAAG        | 147                |
| Mettl5_R | CTGCAACCGCTTTGTTTTCAA        |                    |
| Nipbl_F  | ACCAGCAAGACGATATGCTATCT      | 114                |
| Nipbl_R  | CCTGTGGAGTAATGGGTGTTTTT      |                    |
| Nars_F   | GAGCTGTATGTATCTGACCGAGA      | 121                |
| Nars_R   | AAATGGTGGGAAATGGCTCTTT       |                    |
| Nol8_F   | CCAGCAATCTTGATAGATGCCC       | 115                |
| Nol8_R   | CCGAACTGATTTTGTAGGTCTGT      |                    |
| Phox2b_F | GGGCTAAGTTTCGCAAGCAG         | 138                |
| Phox2b_R | CAGTGCTGTCGGGATCAGTG         |                    |
| Rpe_F    | GCACCTGGATGTAATGGACGG        | 89                 |
| Rpe_R    | CCTGGCCTAGCTGCTTTTCG         |                    |
| Rrp1_F   | GCGGGCAATGAACAGGTGA          | 62                 |
| Rrp1_R   | GCCTCGATGTACTTCCGCAG         |                    |
| Sirt1_F  | GCTGACGACTTCGACGACG          | 101                |
| Sirt1_R  | TCGGTCAACAGGAGGTTGTCT        |                    |
| Atp5b_F  | TTGACAACATCTTCCGCTTTACC      | 66                 |
| Atp5b_R  | AAGGGATTCTGCCCAATAAGG        |                    |
| Ubc_F    | GCCCAGTGTTACCACCAAGAAG       | 73                 |
| Ubc_R    | GCTCTTTTGTAGATACTGTGGTGAGGAA |                    |

How the deposited data were processed for this re-analysis (not part of the article)

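RNA-seq of 3 WT and 3 Nipbl+/- MEF cultures was analysed, each culture taken as a separate sample of its genotype by the labels and the paper's methods. The authors aligned ribo-depleted reads to mm10 with TopHat and the Ensembl 72 annotation and deposited a raw read count for each of 38483 genes in each culture. The authors also deposited an RPKM value for each gene, which is the count scaled by gene length and library size. The RPKM values were used only to check that they follow the counts, and no test used them. The paper's text does not name the counting tool. Every one of the 19214 genes annotated on the plus strand had a count and an RPKM of 0 in all 6 cultures, while 8956 of 10674 protein-coding genes of the minus strand (83.9%) had counts. Nothing can be said here about genes on the plus strand.

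Total counts lay between 20307454 and 25990783 per culture. The dispersion between replicates was larger than counting noise, so the number of cultures and not the depth limits the precision for most genes. Genes were filtered with filterByExpr (minimum count 10), normalized with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, without covariates. The adjusted p-value is that of Benjamini and Hochberg with a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. CPM values are TMM-normalized, and mean log2 CPM of gene lists used a prior count of 2. Exact permutation tests of 3 against 3 cultures were two-sided.

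Gene sets were the Reactome mouse sets of fgsea 1.28.0, used in place of GO terms. Sets with 10 to 3000 tested genes were tested with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment over the sets, against the tested genes that belong to any Reactome set. Lists of toll-like receptor, complement, proinflammatory, macrophage, mast cell, lymphoid, interferon-stimulated, limb, ATF4 target and RNA-processing genes were written by hand. Each list's median log2 fold change was compared with 10000 random lists drawn from 20 bins of expression, and again with lists drawn from the 100 genes nearest in expression, GC content and exonic length. GC content and length came from GENCODE M21, which holds 95.4% of the gene identifiers. Coordinates and gene names are those of the files.

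The genes named are Nipbl, the genes read by eye from Figure 3A, members of the lists, genes the paper names for other cells, sex-linked genes, and the 5 genes in each direction with the largest change among those past the threshold with an average log2 CPM above 0 and the same direction in all 9 pairs of a WT and a Nipbl+/- culture. This rule, the sample groups, the tests, the lists and all but 2 of the alternatives were fixed before the data were examined. Exceptions are the tests stated below to have been chosen only after the result was seen. Within the rule, the complement and proinflammatory genes named, and the genes plotted, were picked after their values were known. The alternatives were edgeR's exact and likelihood ratio tests, DESeq2 1.42.0 with its own size factors, the size factors of DESeq2 in edgeR, upper-quartile normalization, library size alone, no filter on low counts, CPM above 1 in 3 cultures, the replicate number as a block, each culture left out in turn, and other thresholds for the 2-fold genes. The 2 alternatives chosen after seeing the data were the Xist level as a covariate and leaving out genes of chromosomes X and Y.

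The steps were tested on simulated data. Counts were simulated from the real means, the library sizes and the dispersions that edgeR estimated for each gene, with the same tests and threshold. Every changed gene was given a 2-fold change, and smaller changes were not simulated. The quasi-likelihood test recovered 173 of 198 changed genes (87.4%) with 17 false calls. The exact test recovered 184 with 39 false calls, the likelihood ratio test 184 with 41 and DESeq2 175 with 39. Among 100 random lists without a shift, 96 lay inside the 2.5th to 97.5th percentiles. The other experiments of the paper, in LCLs and mESCs, were not analysed here.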

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

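The quasi-likelihood test of single genes and the set test of the higher genes were fixed before the data were examined. All other tests in this part were chosen only after the result was seen.

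The genes of the HoxA cluster, which the paper does not discuss apart from Hoxa13 in Figure 3A, changed in the order in which they lie on chromosome 6. From the start of the cluster, where the lowest-numbered genes lie, to Hoxa13 at its end, the log2 fold changes in Nipbl+/- MEFs fell from positive to negative values, with a Spearman rho of -0.67 with gene order over 11 tested genes (two-sided permutation p = 0.027 over 100000 permutations; genes are not independent replicates). At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 5 genes were higher and 2, Hoxa11 and Hoxa13, were lower. Hoxa9 had a log2 fold change of -0.01 and Hoxa10 of -0.41. A bias with GC content would predict that changes follow GC content at least as closely, and the rho with GC content was -0.24. The order fell in all 9 pairs of a WT and a Nipbl+/- culture, and the weakest rho was -0.57, so it does not rest on a single culture. Without the 5 genes whose coordinates overlap another HoxA gene, the rho of the remaining 6 genes was -0.94; the limit for that test was also set after the pattern was known. The total counts of the genotypes overlapped, with 20307454 in the lowest Nipbl+/- culture. However, of the 4 splits of the 6 cultures that part all 3 same-numbered pairs, 3 gave an order at least as strong, the real one included, as did 5 of all 10 splits, the other 6 of which part 1 same-numbered pair. A rank order along the cluster thus also appeared in groupings other than by genotype. The rho ignores the size of the changes. The other 9 splits gave at most 4 genes past the threshold among all genes tested, fewer than the HoxA genes past it in the real split, and with 10 splits chance cannot be excluded. Cultures that hold cells from different positions along the body axis are a candidate explanation that was not tested. The HoxB, HoxC and HoxD genes lie on the plus strand and were listed at 0.

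Among the 94 genes higher in Nipbl+/- MEFs, the Reactome sets with the smallest p-values were not immune sets but Meiotic recombination and Meiotic synapsis, each listed more than once in the collection, and the larger set Cell Cycle. Each meiotic set held 11 of the higher genes among 26 in the background (odds ratio 50.6, adjusted p = 2.39e-11 in a one-sided Fisher's exact test), and 9 of the 11 were histone genes. With histone genes left out, 2 higher genes remained in each and the adjusted p-value was 0.308 (odds ratio 13.7), so the meiotic result rests on histone genes, and reads shared between their near-identical copies are a candidate explanation of it, which leaving the genes out does not tell apart from a real increase of histone transcripts. Of the 45 higher genes in the background, 24 were in the Cell Cycle set (odds ratio 11.3, adjusted p = 2.39e-11 in a one-sided Fisher's exact test). The Cell Cycle set was picked for its small p-value, which was not the smallest, from 610 sets and 4 groups of genes. The changes were small, with a median log2 fold change of 0.11 over 242 tested genes, of which 181 were above 0. For the Cell Cycle set, with histone genes left out in the same way, the odds ratio was 7.17 (adjusted p = 8.66e-05). With each culture's Xist level as a covariate it was 9.99. The median was at the 100th percentile of random lists also matched on GC content and length, and the total counts of the genotypes overlapped (20307454 in the lowest Nipbl+/- culture). Of the 4 splits that part all 3 same-numbered pairs, 1 gave a median as large, the real one, as did 1 of all 10 splits, but with so few splits chance cannot be excluded. The increase may reflect a larger share of dividing cells in the Nipbl+/- cultures at passage 3, as a hypothesis found and tested on the same data. Whether the cultures were equally dense when RNA was taken was not tested.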

How the results depend on the processing

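The Xist covariate and the fit without genes of chromosomes X and Y were chosen only after the result was seen. The cause of the changes below was not tested.

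Against 94 higher and 83 lower genes with edgeR's quasi-likelihood test, the exact test gave 195 and 199, the likelihood ratio test 224 and 218, DESeq2 232 and 210, and no filter on low counts 173 and 152. With library size alone, 142 were higher, and with the replicate block 34 were higher and 52 lower. Across the 6 fits that each left out a culture, from 1 to 130 genes were higher and from 2 to 138 lower, while from 1164 to 1620 genes had an unadjusted p-value under 0.05. Genes at least 2-fold higher, 12 at first, numbered 43 with the exact test, 39 with the likelihood ratio test, 31 with DESeq2, 20 with library size alone, 28 with no filter, 5 with the replicate block, 70 without an adjusted p-value and from 0 to 12 with a culture left out. Genes at least 2-fold lower, 24 at first, numbered 54 with the exact test, 54 with the likelihood ratio test, 13 with the block, 90 without an adjusted p-value and from 2 to 42 with a culture left out. The size factors of DESeq2 in edgeR, upper-quartile normalization and a CPM above 1 in 3 cultures left these counts within 1.5 times. Nipbl stayed lower in every fit, from -0.47 to -0.39 with a culture left out, and lost its adjusted p-value under 0.05 in 3 of these fits.

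Of the 15 tested immune response genes of Figure 3A, 3 passed the threshold. With the exact test 15 did, with the likelihood ratio test 15, with DESeq2 12, with library size alone 5, with no filter 11, with the replicate block 1, with the Xist covariate 1, and from 0 to 3 with a culture left out. For toll-like receptor genes the count of 0 became 1 with the exact test, the likelihood ratio test, DESeq2 and no filter. For complement genes it became 5 with these 4 alternatives, 2 with library size alone, 1 with the replicate block, 1 without genes of chromosomes X and Y, and from 0 to 1 with a culture left out. The count of proinflammatory genes stayed at 0 in every fit, with 1 at an unadjusted p-value under 0.05 in the quasi-likelihood test. Development genes fell from 5 to 2 with the block and ranged from 1 to 6 with a culture left out.

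The odds ratio of the Immune System set among 2-fold higher genes, 0 at first, was 7.38 with the exact test, 6.79 with the likelihood ratio test, 6.17 with DESeq2, 2.60 with library size alone, 6.04 with no filter, 2.01 with the replicate block, 5.63 without an adjusted p-value, 1.21 with the Xist covariate and 1.00 without genes of chromosomes X and Y. It had an adjusted p-value under 0.05 with the exact test, the likelihood ratio test and a log2 fold change of at least 1 alone. With a culture left out it ranged from 0 to 3.03 in 4 fits; in the other 2, no 2-fold higher gene was left and it could not be computed.

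The median of the interferon-stimulated genes, -0.06, was 0.00138 with the block and ranged from -0.22 to 0.44 with a culture left out. The median of the toll-like receptor genes was 0.40 with the block and ranged from 0.022 to 0.78. That of the complement genes fell to 0.095 with no filter and ranged from 0.0039 to 0.55, and that of the Immune System set ranged from 0.0052 to 0.027. The ATF4 targets ranged from -0.20 to -0.045. The medians of the macrophage markers, limb genes, RNA-processing genes and Cell Cycle set and the order of the HoxA genes kept their direction and their side of the threshold in every fit.

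For 46 single genes, 772 comparisons were made, of which 605 kept direction and side of the threshold, 86 lost and 72 gained an adjusted p-value under 0.05, and 9 reversed. Tlr2 was -0.026 with the Xist covariate, and Eif2ak2 was 0.031 with library size alone and 0.00138 with the block. With a culture left out, Tlr1 ranged from -0.13 to 1.66, Tlr2 from -0.028 to 0.22, Tlr6 from -0.33 to 0.078, Cxcl10 from -0.13 to 0.71 and Eif2ak2 from -0.055 to 0.095. All these genes were far from the threshold. An alternative with other pseudocounts, meant for files without counts, was not run. Depth limits the genes with about 1 CPM or less, among them Bcl2a1d and Tlr7 in WT.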

Differences from the paper's values

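The counts at an unadjusted p-value under 0.05 in this part were taken only after the result was seen; no other test was.

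For the term with the most genes in the paper's enrichment of 2-fold higher genes, Immune system, the paper's value is about 110 genes in Fig. 3B, read by eye. Here 12 genes were at least 2-fold higher at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, of which only 5 belong to any Reactome set, and 0 of these were in the Immune System set. With 5 genes a count of 0 says little about the set. In it were 17 genes at least 2-fold higher at an unadjusted p-value under 0.05. The set is not the same as the GO term, and the values here cover genes of the minus strand. Under the alternatives set before the data were examined, the number ranged from 0 to 17, with 13 for edgeR's exact test, 12 for the likelihood ratio test, 9 for DESeq2 and 17 for a log2 fold change of at least 1 without an adjusted p-value. None of the alternatives closed the gap.

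The paper states that terms of immune stress response were the most enriched among 2-fold higher genes. No set had an adjusted p-value under 0.05 for the 5 genes that could be tested here, and 7 of 610 sets had an unadjusted p-value under 0.05. With the 2-fold higher genes of edgeR's exact test and likelihood ratio test, Immune System had an adjusted p-value of 0.0027 and 0.0107 in Fisher's exact test (odds ratios 7.38 and 6.79). Immune System had the smallest p-value among sets when genes were taken by a log2 fold change of at least 1 alone (odds ratio 5.63). The paper states that some proinflammatory genes, toll-like receptors and complement factors were among the upregulated genes, and its text does not name the edgeR test. In edgeR's quasi-likelihood test no tested gene of these lists was higher at an adjusted p-value under 0.05, and 1 proinflammatory, 2 toll-like receptor and 6 complement genes were higher at an unadjusted p-value under 0.05, and 2 complement genes were lower. In edgeR's exact test and likelihood ratio test, 1 toll-like receptor and 5 complement genes were higher at an adjusted p-value under 0.05.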

Other observations

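The list tests of macrophage, interferon-stimulated, lymphoid, mast cell, limb, ATF4 target and RNA-processing genes were set before the result was seen. So were the single-gene tests at the adjusted p-value. The tests of library size for the immune genes, of the sex of the embryos and of the splits for the number of genes were too. All other tests in this part were chosen only after the result was seen. For the ATF4 target genes these include the matching on GC content and length, the total counts and the splits.

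Explanations were weighed for the higher immune genes of Nipbl+/- MEFs. If macrophages in the cultures were the source, macrophage markers that are not among the genes read from Figure 3A would be higher too. Their median log2 fold change was 0.72 over 11 tested genes, at the 100th percentile of matched random lists, and Nipbl+/- replicate 2 had the highest mean of both the macrophage markers and the immune genes of Figure 3A. In Nipbl+/- replicate 3, the mean log2 CPM of the macrophage markers was 1.84, against 1.637, 1.495 and 1.82 in WT replicates 1, 2 and 3. That of the immune genes was 2.11 in Nipbl+/- replicate 3, against 1.26, 0.81 and 0.80. The markers of that culture were thus above every WT culture but close to WT replicate 3, and 1 culture does not decide on the source. None of the 11 tested macrophage markers had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. At an unadjusted p-value under 0.05, 7 were higher, and 2 were higher in all 9 pairs of cultures. RNA from more macrophages in the Nipbl+/- cultures is therefore a candidate explanation for some or all of the difference. These data cannot tell it apart from expression of the same genes by fibroblasts. Of the 20 markers, 8 are on the plus strand and were listed at 0. Interferon-stimulated genes had a median log2 fold change of -0.06, at the 35.3rd percentile, with 4 of the 11 tested genes above 0 and 7 below. The median was 0.44, at the 100th percentile, without WT replicate 3, the culture with the highest mean expression of these genes. No shift of the list was thus seen with all cultures, but the result leans on 1 culture and does not decide on an interferon response. Lymphoid cells and mast cells could not be tested, since 2 and 0 genes of their lists had enough counts.

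Technical explanations of the higher immune genes were also tested. The total counts of the genotypes overlapped (20307454 in the lowest Nipbl+/- culture against 22950865 in the highest WT culture), as did the share of the 2 most counted genes, at most 13.9% in Nipbl+/- cultures. The macrophage markers stayed at the 100th percentile when random lists were matched on GC content and length. Nipbl was below every WT culture in all 3 Nipbl+/- cultures, so no genotype appears exchanged. Of the 4 splits of the 6 cultures that part all 3 same-numbered pairs, 1 gave a median of the macrophage markers as large, the real one, as did 1 of all 10 splits. With so few splits this share cannot fall under 0.05, so chance cannot be excluded.

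The real split gave 177 genes with an adjusted p-value under 0.05 (1534 at an unadjusted p-value under 0.05), and 1 of the 4 splits that part all 3 same-numbered pairs gave as many, the real one included. The other 9 splits gave between 0 and 4 genes, and between 159 and 492 at an unadjusted p-value under 0.05; 6 of them part 1 same-numbered pair. The labels do not give the sex of the embryos. Ddx3y counts were 5859, 5471 and 11 in WT replicates 1, 2 and 3 and 4, 5 and 5240 in Nipbl+/- replicates 1, 2 and 3, while Xist counts were 25, 1 and 7770 in WT and 7544, 7882 and 6 in Nipbl+/- cultures. More Ddx3y than Xist was thus found in 2 WT cultures and 1 Nipbl+/- culture, so sex is not separated by genotype, though it is not balanced. With the Xist level as a covariate, 139 of the 177 genes remained past the threshold, and the split by Xist level gave 4 genes.

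The limbs were removed before the cultures were made, according to the paper's methods, and a remainder of limb tissue that differs between cultures is a candidate explanation for the lower development genes. Limb genes that are not among those read from Figure 3A had a median log2 fold change of -0.41 over 7 tested genes, all below 0, at the 0th percentile of matched random lists. Among them were Hoxa9 (-0.01), Hoxa10 and Hoxa11, neighbours of Hoxa13, so the list is not independent of the HoxA order described above. Of these genes, 1 (Hoxa11) had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. A lower expression of the same genes in the same tissue would give the same values and cannot be told apart from it.

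The paper reports raised ATF4 protein in Nipbl+/- MEFs (Figure S4). Atf4 is on the plus strand and was listed at 0. Of 11 tested ATF4 target genes, 10 had a log2 fold change below 0, with a median of -0.13, at the 0.08th percentile of matched random lists and at the 0.07th percentile when GC content and length were matched as well. None had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 2 were lower at an unadjusted p-value under 0.05. Their mean log2 CPM was 6.70 ± 0.0556 in WT and 6.60 ± 0.0782 in Nipbl+/- MEFs (SD, n = 3 each; exact permutation test, two-sided, p = 0.2). Total counts overlapped (20307454 in the lowest Nipbl+/- culture), and 1 of the 4 splits that part all 3 same-numbered pairs gave a median as large, the real one, as did 1 of all 10 splits. The median was -0.05 without Nipbl+/- replicate 3, inside the random range, so the small shift leans on that culture, and chance cannot be excluded. ATF4 target transcripts may therefore not follow the protein in these cultures, as a hypothesis.

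The RNA-processing genes of Figure S3C, which the paper measured in mESCs after Nipbl knockdown, had a median log2 fold change of 0.04 over 6 tested genes in MEFs, at the 79.5th percentile of matched random lists, and none had an adjusted p-value or an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test. Eif2ak2, which encodes PKR, had 118.8 ± 13.8 CPM in WT and 118.5 ± 5.00 CPM in Nipbl+/- MEFs, with a log2 fold change of -0.004 (edgeR adjusted p = 0.988). The paper's evidence for PKR activation in these MEFs is raised phosphorylated PKR (Figure S4), which transcript counts do not measure. Mettl3 and Mettl14 had log2 fold changes of 0.06 (edgeR adjusted p = 0.780) and 0.17 (edgeR adjusted p = 0.463). The lower METTL3 and METTL14 of Figure 5 were measured in the human NIPBL-MS LCL and not in MEFs. No biological explanation was tested for these genes.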
